# SOX17 regulates uterine epithelial–stromal cross-talk acting via a distal enhancer upstream of *Ihh*

**DOI:** 10.1038/s41467-018-06652-w

**Published:** 2018-10-24

**Authors:** Xiaoqiu Wang, Xilong Li, Tianyuan Wang, San-Pin Wu, Jae-Wook Jeong, Tae Hoon Kim, Steven L. Young, Bruce A. Lessey, Rainer B. Lanz, John P. Lydon, Francesco J. DeMayo

## Abstract

Mammalian pregnancy depends on the ability of the uterus to support embryo implantation. Previous studies reveal the *Sox17* gene as a downstream target of the *Pgr-*Gata2-dependent transcription network that directs genomic actions in the uterine endometrium receptive for embryo implantation. Here, we report that ablating *Sox17* in the uterine epithelium impairs leukemia inhibitory factor (LIF) and Indian hedgehog homolog (IHH) signaling, leading to failure of embryo implantation. In vivo deletion of the SOX17-binding region 19 kb upstream of the *Ihh* locus by CRISPR-Cas technology reduces *Ihh* expression specifically in the uterus and alters proper endometrial epithelial–stromal interactions, thereby impairing pregnancy. This SOX17-binding interval is also bound by GATA2, FOXA2, and PGR. This cluster of transcription factor binding is common in 737 uterine genes and may represent a key regulatory element essential for uterine epithelial gene expression.

## Abstract (web summary)

The transcription factor SOX17 is important for uterine gland formation, fertility, and embryo implantation in mouse. Here the authors show that SOX17 is upstream of Indian hedgehog to regulate mouse uterine receptivity, and their analysis of uterine tissue from endometriosis patients suggests the same function in humans.

## Introduction

The steroid hormone progesterone (P4) acts via its cognate receptor PGR to regulate uterine receptivity for embryo implantation. PGR regulates uterine epithelial cell proliferation, the epithelial acceptance of embryo invasion, and decidual differentiation of stromal cells in support of embryo development^1^. Indian hedgehog (encoded by *Ihh*) expressed in the uterine epithelium is under the control of P4 via PGR as well as its signaling modifier GATA2, contributing to uterine compartmental cross-talk required for epithelial–stromal interaction and facilitation of a successful pregnancy^2–5^. Identification of factors modulating the activity of the PGR is critical in identifying the molecular mechanisms regulating fertility. Recent studies using a genome-wide transcriptomic approach have identified SOX17 as a regulator of PGR action in the uterine epithelium^5^.

SOX17 (encoded by *Sox17*) is a transcription factor belonging to the family of sex-determining region Y-related high-mobility group box, namely SOX. The mouse and human genomes each encode for 20 *Sox* genes^6^, many of which (*Sox2, Sox9, Sox17, Sox4,* and *Sox18*) are key determinants of cell identities and regulate the capacity to reprogram the cell fates by pioneering the epigenetic remodeling of the genome^7–13^. To fulfill such a role, SOX transcription factors can specifically bind and bend DNA with angles ranging from 60° to 70°^14–16^. In particular, SOX17 regulates embryogenesis^17–20^, maintenance of fetal and neonatal hematopoietic stem cells^21^, segregation of ventral foregut endodermal organs^22–24^, and cardiovascular development^25^. Recently, SOX17 has been identified as the target of PGR^5^ and the novel mutated gene in uterine corpus endometrial carcinoma^26^, suggesting the potential role of mediating PGR action in the uterus during pregnancy and disease states.

Female mice with loss of one *Sox17* allele demonstrated reduced fertility^27^. It has been reported that mice with ablation of *Sox17* in PGR-positive cells do not have uterine glandular structures and are infertile^28^. Similarly, ablating *Sox17* in uterine epithelia also results in infertility^28^. Here, we provide mechanistic insights on SOX17 regulation of fertility where epithelial SOX17, via regulation of Indian hedgehog *Ihh* expression, governs uterine epithelial cell proliferation, the ability of the epithelium to support embryo implantation, and the subsequent decidualization of endometrial stroma cells. Cistromic and transcriptomic analyses combined with in vivo editing show that SOX17 regulates *Ihh* expression by acting on an enhancer region 19 kb distal to the *Ihh* promoter. Analysis of the elements binding this enhancer region suggests a general cassette of regulatory elements comprised of transcription factors for the regulation of uterine epithelial gene expression.

## Results

### Mice lacking SOX17 in the uterine epithelium are infertile

The temporal and spatial expression of SOX17 in the uterine compartments throughout the preimplantation period, Gestation Day (GD) 0.5 to 4.5, were assayed by immunohistochemistry in the pregnant wildtype female mice (Supplementary Fig. 1a). GD 0.5 corresponds to the morning of the presence of the postcoital plug. Staining for SOX17 protein was visible in both luminal epithelium (LE) and glandular epithelium (GE). By GD 1.5, expression of SOX17 in both LE and GE increased and remained constant through the GD 4.5. SOX17-positive cells were also detected in a minority of cells in the stromal compartment (Supplementary Fig. 1a).

The physiological role of SOX17 in the function of the adult uterus was investigated by breeding mice with a conditional allele of *Sox17* (*Sox17*^*f*/*f*^ mice)^21^ with either *Pgr*^*Cre*^^29^ or *Ltf*^*iCre*^^30^ mice to ablate *Sox17* in PGR-positive cells in all compartments of the uterus (*Sox17*^*d/d*^) or specifically in the uterine epithelium (*Sox17*^*ed/ed*^*)*, respectively. In addition to being uterine epithelial-specific, gene ablation in the *Ltf*^*iCre*^ mouse is initiated at puberty^30^. Analysis by quantitative real-time PCR (qRT-PCR) showed reduced *Sox17* mRNA (*P* < 0.01, analysis of variance (ANOVA) with Tukey’s post hoc test) in the whole uteri of both *Sox17*^*ed/ed*^ and *Sox17*^*d/d*^ female mice as compared with the *Sox17*^*f/f*^ uteri (Supplementary Fig. 1g). Immunohistochemical analysis showed that SOX17 levels were undetectable in the uterine epithelia of adult female *Sox17*^*d/d*^ and *Sox17*^*ed/ed*^ mice (Supplementary Fig. 1b), whereas SOX17 remained expressed in the uterine stromal compartment. These SOX17-positive cells exhibit isolectin B4 reactivity, indicative of an endothelial identity (Supplementary Fig. 1c). Also, no differences in SOX17 expression were detected in uteri between *Sox17*^*f/f*^ and *Pgr*^*cre/+*^ mice at GD 3.5 (Supplementary Fig. 1d).

*Sox17*^*d/d*^ and *Sox17*^*ed/ed*^ female mice were infertile. Although controls, *Sox17*^*f/f*^, mice gave birth to 48.2 ± 3.6 pups per female over a 6-month period with an average of 8.0 ± 0.6 pups per litter (*n* = 4), neither *Sox17*^*ed/ed*^ nor *Sox17*^*d/d*^ female mice gave birth to any offspring during this time. In order to determine the cause of the infertility, *Sox17*^*ed/ed*^ and *Sox17*^*d/d*^ female mice were assayed for embryo implantation, uterine stroma decidualization, and epithelial proliferation. Mice were killed at GD5.5 and the uteri were examined for the presence of embryo implantation sites. As shown in Fig. 1a (top panel), whereas *Sox17*^*f/f*^ showed normal embryo implantation sites, no visible implantation sites were detected in either *Sox17*^*ed/ed*^ or *Sox17*^*d/d*^ female mice. Superovulation demonstrated that ovulation in these mice were normal and the implantation defect was owing to the embryos failing to attach to the endometrial epithelium at GD 4.5 (Supplementary Fig. 1e,f). This indicated that the implantation failure was not due to the absence of embryos but rather a failure of these embryos to attach and implant in the uterus.

**Fig. 1:**
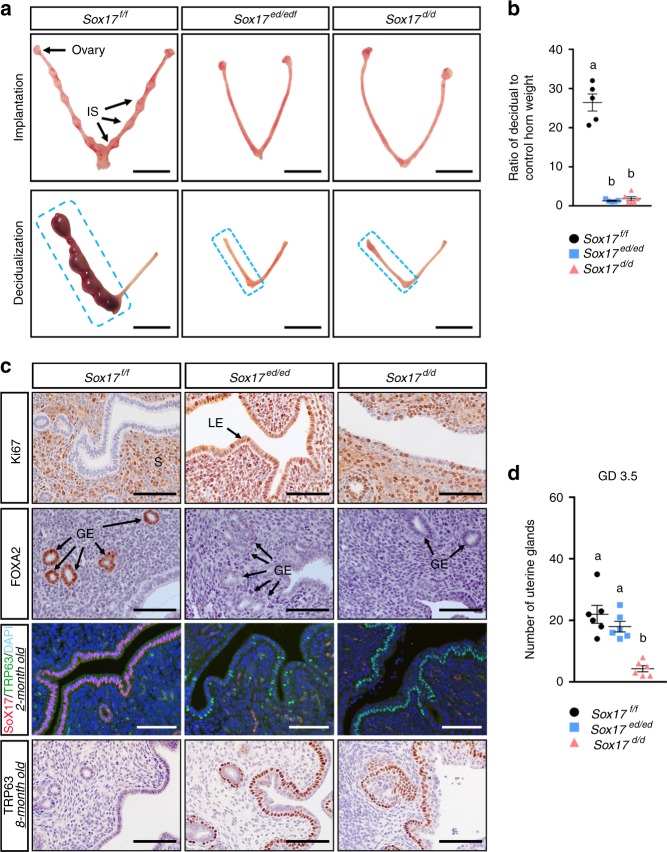
Phenotype of conditional deletion of *Sox17* in the adult mouse uterus. **a** Embryo implantation sites (top panel) and artificial deciduoma formation (bottom panel) in *Sox17*^*f/f*^ (control), *Sox17*^*ed/ed*^ (*Ltf*^*iCre*^*Sox17*^*f/f*^), and *Sox17*^*d/d*^ (*Pgr*^*Cre*^*Sox17*^*f/f*^) female mice (*n* = 5). Scale bars: 10 mm. IS, implantation site. **b** Ratio of decidual to control horn weight in *Sox17*^*f/f*^ (black dots), *Sox17*^*ed/ed*^ (blue squares), and *Sox17*^*d/d*^ (pink triangles) mice (*n* = 5). **c** Immunohistochemical staining of Ki67 (row 1), FOXA2 (row 2), TRP63 (row 3) in the 2-month old uteri of *Sox17*^*f/f*^, *Sox17*^*ed/ed*^, and *Sox17*^*d/d*^ female mice at GD 3.5 (*n* = 3). Row 4 is TRP63 staining in the 8-month old uteri (*n* = 3). Scale bars: 100 µm. S, stroma; LE, luminal epithelium; GE, glandular epithelium. **d** Number of endometrial glands in the 2-month old uteri from *Sox17*^*f/f*^ (black dots), *Sox17*^*ed/ed*^ (blue squares), and *Sox17*^*d/d*^ (pink triangles) mice at GD 3.5 (*n* = 3 mice × 2 sections per mice = 6). Different superscript letters denote significant (*P* < 0.05, ANOVA with Tukey’s post hoc test) differences. Data are presented as means ± S.E.M

In addition to the impairment of embryo implantation, the ability of the endometrial stroma cells to undergo an artificially induced decidualization was assayed. The uteri of *Sox17*^*f/f*,^ mice displayed a robust decidual response, as evidenced by the increased size and wet weight of the deciduoma formed in the stimulated left uterine horn (*P* < 0.01, ANOVA with Tukey’s post hoc test) (Fig. 1a, bottom panel). However, the uteri of *Sox17*^*ed/ed*^ and *Sox17*^*d/d*^ mice failed to form a decidua (Fig. 1a, bottom panel), and the wet weight of the stimulated horn were not different from that of the unstimulated horn (*P* > 0.01, ANOVA with Tukey’s post hoc test) (Fig. 1b).

### SOX17 controls epithelial proliferation and differentiation

During the preimplantation period, the uterus initially proliferates in response to the ovulatory estrogen (E2) surge and as P4 levels rise, the PGR inhibits the E2 induced proliferation. Analysis of uterine epithelial cell proliferation, as measured by Ki67 staining, shows that at GD 3.5 *Sox17*^*f/f*^ mice exhibited minimal Ki67 staining (H-score; 2.86 ± 2.00), whereas both *Sox17*^*ed/ed*^ (H-score; 217.30 ± 9.68) and *Sox17*^*d/d*^ (H-score; 179.10 ± 6.03) uterine epithelium stained positive (*P* *<* 0.05, ANOVA with Tukey’s post hoc test) for Ki67 and thus did not exhibit the inhibition of proliferation during the preimplantation period (Fig. 1c, row 1 and Supplementary Fig. 1h). Interestingly, Ki67 staining in the *Sox17*^*ed/ed*^ is greater (*P* < 0.05, ANOVA with Tukey’s post hoc test) than that of *Sox17*^*d/d*^. This change in proliferation is unexpected and may be due to the neonatal verses adult ablation of *Sox17* or the changes in the uterine epithelium due to the focal stratification phenotype.

### SOX17 defines uterine epithelial characteristics

Analysis of uterine epithelial morphology showed loss of *Sox17* impacted uterine epithelial cell differentiation. *Sox17*^*d/d*^ uteri exhibited a reduction in the number of uterine glands as compared with *Sox17*^*ed/ed*^ and *Sox17*^*f/f*^ mice (Fig. 1d). We next analyzed the expression of two uterine endometrial gland specific genes, *Foxa2* and *Lif*. FOXA2 transcription factor is a critical regulator of postnatal uterine gland development^31^. Leukemia inhibitory factor (LIF) is a cytokine expressed in the uterine glands and is a critical regulator of embryo implantation^32^. Expression of FOXA2 was undetectable in the GE of both the *Sox17*^*d/d*^ and *Sox17*^*ed/ed*^ mouse uteri as compared with *Sox17*^*f/f*^ mouse uteri (Fig. 1c, row 2). As shown in Supplementary Fig. 1f, both *Foxa2* and *Lif* mRNA were significantly reduced in the *Sox17*^*ed/ed*^ and *Sox17*^*d/d*^ mouse uteri as compared to the *Sox17*^*f/f*^ uteri isolated from GD 3.5 mice. It has been shown that loss of *Foxa2* prior to pubertal onset results in infertility due to loss of uterine glands, whereas loss of *Foxa2* in the adult results in maintenance of the uterine gland morphology but still loss of fertility due to lack of the GE expression of the cytokine LIF^33^. Therefore, as with FOXA2, *Sox17* is critical for neonatal uterine gland development, and adult uterine gland function.

Previous work has demonstrated that loss of uterine glands results in implantation defects and that the implantation defect can be rescued by administration of recombinant LIF, rLIF, to pregnant mice. In order to determine whether the implantation defect in mice with loss of *Sox17* was solely owing to a glandular defect and loss of LIF, we attempted to rescue the implantation defect by administration of rLIF. In this experiment, mice with deletion of *Foxa2* using the *Pgr*^*Cre*^ mouse served as a control as this mouse has been shown to have an implantation defect, which could be recused by rLIF^33^. Intraperitoneal injections of mouse rLIF at GD 3.5 did not rescue embryo implantation in *Sox17*^*ed/ed*^ mice as compared with the positive controls (*Sox17*^*f/f*^ mice receiving vehicle; and *Foxa2*^*d/d*^ mice receiving mouse rLIF) and the negative control (*Sox17*^*ed/ed*^ mice receiving vehicle) (Supplementary Fig. 1i). This demonstrates that although LIF expression is dependent on SOX17, other pathways regulated by SOX17 in the GE are critical for implantation in the mouse uterus.

Analysis of the uterine epithelial morphology showed that in lieu of the simple columnar luminal epithelial layer observed in the *Sox17*^*f/f*^ uteri, the *Sox17*^*d/d*^ uteri displayed a second cell layer at 2-month old. This epithelium showed basal cells staining positive for TRP63^34^. The uterine epithelium in the *Sox17*^*ed/ed*^ female mice did not demonstrate this stratification and TRP63-positive cells were only detected sporadically along the uterine epithelia in 2-month old female mice (Fig. 1c, row 3). Quantification by qRT-PCR showed that *Trp63* mRNA was the highest (*P* < 0.05, ANOVA with Tukey’s post hoc test) in *Sox17*^*d/d*^ uteri, and still high (*P* < 0.05, ANOVA with Tukey’s post hoc test) in *Sox17*^*ed/ed*^ uteri as compared with *Trp63* expression in *Sox17*^*f/f*^ uteri (Supplementary Fig. 1g). Owing to the different timing of recombination events between *Pgr*^*Cre*^ and *Ltfi*^*Cre*^, further morphological analysis and TRP63 staining were conducted in the uteri of 8-month old mice. Both *Sox17*^*ed/ed*^ and *Sox17*^*d/d*^ uteri exhibited epithelial stratification with significant increases in the number of TRP63-positive basal cells as compared to *Sox17*^*f/f*^ uteri (Fig. 1c, row 4). This analysis shows that epithelial SOX17 is critical for the maintenance of the uterine epithelium. This analysis also demonstrated that SOX17 expression in the uterine epithelium is critical for uterine function. As *Sox17*^*ed/ed*^ and *Sox17*^*d/d*^ showed a similar phenotype, the following functional analysis of the role of Sox17 was conducted only using the *Sox17*^*ed/ed*^ mice.

### SOX17 regulates uterine E2 and P4 signaling

As uterine function is regulated by ovarian steroid hormones^35–38^, the effect of *Sox17* ablation on E2 and P4 signaling was investigated. Immunohistochemical analyses of the uteri of GD 3.5, 2-month old *Sox17*^*ed/ed*^ mice showed increases in total (ESR1) and phosphorylated (pESR1) estrogen receptor in both epithelial and stromal cells (Fig. 2a). Concomitantly, as a downstream target of ESR1, mRNA levels of *Ltf* and *Greb1* were elevated, but *Lif* was downregulated in *Sox17*^*ed/ed*^ uteri; and no difference in *Lifr* mRNA level was detected between *Sox17*^*f/f*^ and *Sox17*^*ed/ed*^ uteri (Fig. 2b). PGR levels are reduced in the epithelial cells, and are lower in the stromal cells owing to lack of induction during the preimplantation period. The downstream target of PGR, *Areg* and *Ihh* were also downregulated in the *Sox17*^*ed/ed*^ uteri (Fig. 2b)

**Fig. 2:**
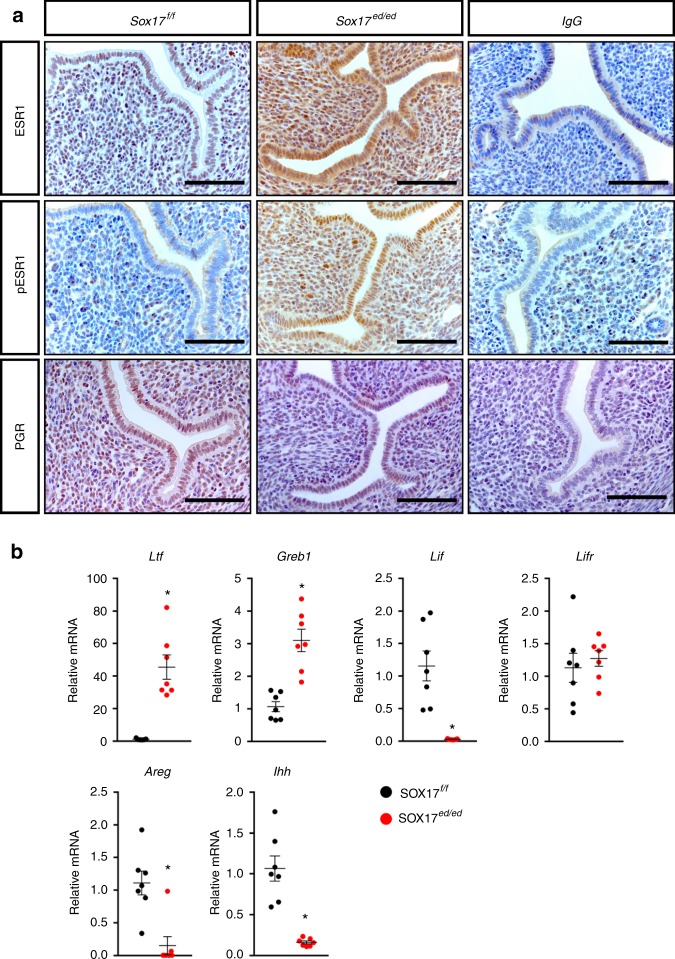
Dysregulated estrogen and progesterone signaling in *Sox17*-deficient uterus during the window of receptivity. **a** Immunohistochemical staining of ESR1, phosphorylated ESR1 and PGR in GD 3.5 uteri from *Sox17*^*f/f*^ and *Sox17*^*ed/ed*^ mice (*n* = 3). IgG staining as the negative control. Scale bars: 100 µm. **b** Quantification of ESR target genes (*Ltf, Greb1, Lif, Lifr*), as well as PGR target genes (*Areg, Ihh*) in GD 3.5 uteri from *Sox17*^*f/f*^ (black dots) and *Sox17*^*ed/ed*^ (red dots) mice (*n* = 7). *P < 0.05 (Student’s *t* test). Data are presented as means ± S.E.M

### *Sox17* ablation impairs the Indian hedgehog signaling pathway

Noting that IHH is a major mediator of PGR signaling in the mouse uterus^3^ and significantly reduced in Sox17-ablated uteri, we further investigated the effector downstream of IHH signaling pathways for uterine epithelial–stromal signaling (Fig. 3). Immunohistochemical analyses of the uteri of 2-month old *Sox17*^*ed/ed*^ mice at GD 3.5 showed decreases in the receptors of IHH, i.e., PTCH1 and PTCH2, mainly in uterine stromal cells, as well as reduction of downstream mediators, COUP-TFII (NR2F2) and HAND2^39^ in the stromal cells beneath the uterine epithelium (Fig. 3a). Consequently, elevated phosphorylated-FRS2 (pFRS2) was detected in the uterine epithelium of *Sox17*^*ed/ed*^ mice (Fig. 3a). qRT-PCR showed a similar pattern of gene expression for of *Ptch1*, *Nr2f2*, *Hand2* as well as *Fgf9* and *Fgf12* in the *Sox17*^*ed/ed*^ uteri at GD 3.5 (Fig. 3b).

**Fig. 3:**
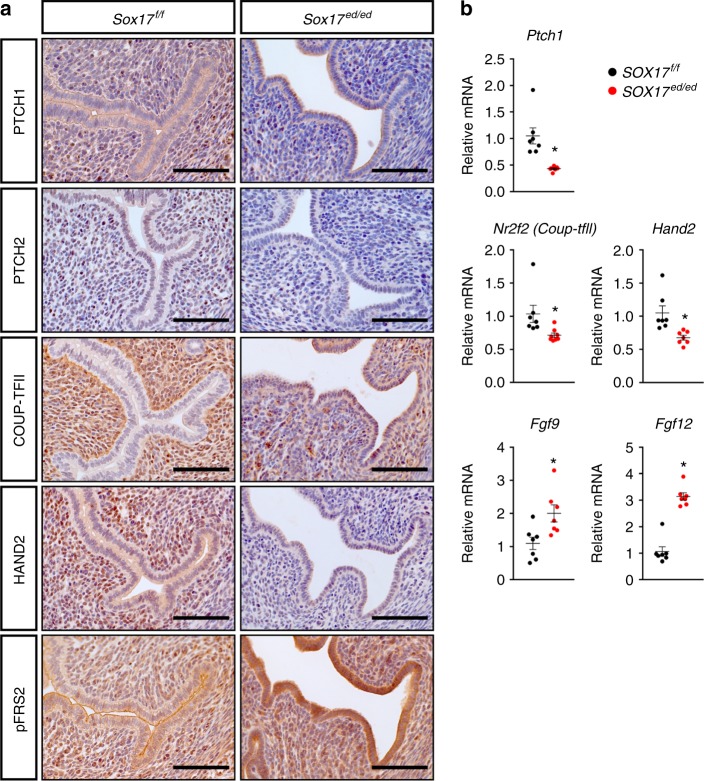
Alteration of Indian Hedgehog (IHH) signaling pathways during the window of receptivity. **a** Immunohistochemical staining of IHH receptors PTCH1 and PTCH2, as well as downstream mediator COUP-TFII, HAND2, and phosphorylated FRS in GD 3.5 uteri from *Sox17*^*f/f*^ and *Sox17*^*ed/ed*^ mice (*n* = 3). Scale bars: 100 µm. **b** Quantification of IHH signaling-associated genes in GD 3.5 uteri from *Sox17*^*f/f*^ (black dots) and *Sox17*^*ed/ed*^ (red dots) mice (*n* = 7). *P < 0.05 (Student’s *t* test). Data are presented as means ± S.E.M

### SOX17 regulates the uterine transcriptome for receptivity

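RNA from whole uteri of 3 *Sox17* f/f mice and 3 *Sox17* ed/ed mice at gestation day (GD) 3.5 was hybridized to 6 Agilent G3 Mouse GE arrays read in 1 colour, with 1 sample on each array. In *Sox17* ed/ed mice an iCre recombinase expressed from the *Ltf* locus deletes *Sox17* in the uterine epithelium, and *Sox17* f/f mice carry the floxed *Sox17* allele without the recombinase. The authors deposited the scanner output of each array, in which the Feature Extraction software had subtracted the background of each spot and corrected spatial trends, with no normalization between arrays. Of 59305 spots other than controls, 35998 to 38941 were well above background on the *Sox17* f/f arrays and 33686 to 35226 on the *Sox17* ed/ed arrays, and 0 spots were saturated. The 6 arrays lay on 1 slide that was scanned once, and each genotype lay in its own line of the slide, so no value with that position as a block can be had. From these files the log2 intensities were quantile normalized between arrays, the normalization named in the paper's methods, and the spots of each probe were averaged. Probes well above background on at least 3 of the 6 arrays, whatever the genotype, were kept. Matching the accessions of the array design to a RefSeq gene table of the GRCm38.p6 assembly named 26582 probes. The probe with the highest mean signal stood for each gene, which left 14846 genes, and these were tested with limma and Benjamini-Hochberg adjustment over all of them. The number of arrays limits the precision of every value. The normalized log2 signal of *Sox17* was 12.17 ± 0.09 (SD, n = 3 arrays) in *Sox17* f/f uteri and 9.72 ± 0.11 (SD, n = 3) in *Sox17* ed/ed uteri, a log2 fold change of -2.45 (standard error 0.09, limma adjusted p = 2.65e-05). Each *Sox17* ed/ed array lay below each *Sox17* f/f array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The other *Sox17* probe gave -2.97, the largest shift of this value among the alternatives tried, and with each array left out in turn the value stayed between -2.50 and -2.39. A probe that was not well above background on any array of a genotype gives only a bound there. Its change is stated as at least a given fold, from the mean signal of the brighter genotype against, on each array of the dimmer genotype, the higher of the lowest signal well above background and the probe's own signal.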

To further identify the underlying molecular mechanism for the recurrent implantation failure phenotype observed in the *Sox17*^*ed/ed*^ mice, an RNA microarray analysis was conducted on whole uterine tissue harvested at GD 3.5 of natural pregnancy. 

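At the thresholds of the paper's methods, an unadjusted p under 0.01 and an absolute fold change of at least 1.40, 1857 of the 14846 genes tested differed between *Sox17* ed/ed and *Sox17* f/f uteri. Of these, 897 were higher and 960 lower in *Sox17* ed/ed uteri. Adjusted over all genes tested, the limma p of 1846 of them was under 0.05, and the highest adjusted p among them was 0.0519. Without the fold threshold, 2808 genes had an adjusted p under 0.05, 1312 of them higher and 1496 lower. The 3 arrays of one genotype lay apart from the 3 of the other for 1844 of the 1857 genes, and for 40.3% of all genes tested, where chance gives 10%. The median SD between arrays of one genotype was 0.12 on the log2 scale. For 105 of these genes no *Sox17* ed/ed array, and for 47 no *Sox17* f/f array, was well above background, so the sizes of these changes are bounds. They were counted by their fitted fold change, and a bound can lie under the fold threshold, as for *Fbxw18* (at least 1.18-fold lower). A stricter fold threshold of 2 moved the count most, to 817. With each array left out in turn, between 1666 and 2032 genes passed the thresholds of the methods.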

A total of 1595 genes were dysregulated at GD 3.5 with 760 genes upregulated and 835 genes downregulated (Supplementary Data 1). 

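The paper's results name 52 genes of uterine receptivity and implantation by class, of which 51 were tested, and *Muc16* was not analysed here. Of the genes tested, 49 passed the thresholds, 10 higher and 39 lower in *Sox17* ed/ed uteri, and the arrays of the genotypes lay apart for all 51. At a limma adjusted p under 0.05, 49 passed over all genes tested and 51 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. All 8 E2-responsive genes rose, the least *Igfbp5*, with a log2 fold change of 1.52. *Clca3* rose by 10.94 (standard error 0.42), although only 1 of the 3 *Sox17* f/f arrays measured it above background. *Ltf*, whose locus carries the iCre in *Sox17* ed/ed mice, rose by 5.63 (standard error 0.15, limma adjusted p = 1.16e-05) and *Greb1* by 1.71 (standard error 0.18, limma adjusted p = 0.00158). Among 8 P4-responsive genes *Msx2* rose by 2.21 and the other 7 fell, *Osmr* with a log2 fold change of -1.42 and *Stat3* with -1.05. *Il6*, which no *Sox17* ed/ed array measured well above background, was at least 5.66-fold lower. After normexp background correction its bound was smaller, a log2 fold change of -1.25. All 11 luminal epithelium (LE)-specific genes fell, *Cnn3* the least (-0.63), and *Hdc* had a log2 fold change of -5.68. *Irg1*, *Areg* and *Calb1* were not well above background on any *Sox17* ed/ed array and were at least 190-fold, 11.5-fold and 6.42-fold lower. Of 9 glandular epithelium (GE)-specific genes, 8 fell past the thresholds. *Foxa2* had a log2 fold change of -4.51 (standard error 0.29, limma adjusted p = 0.000224), and a second *Foxa2* probe was not well above background on any *Sox17* ed/ed array. The same held for the probes of *Lif*, which was at least 3.75-fold lower, and *Prss29*, which was at least 414-fold lower. The brighter *Calca* probe gave -0.69 (standard error 0.20, limma adjusted p = 0.0609) and did not pass, whereas the other *Calca* probe passed and was above background on all 3 *Sox17* f/f arrays and on no *Sox17* ed/ed array. Of 6 hedgehog signaling-associated genes, *Ihh* had a log2 fold change of -3.01 (standard error 0.14, limma adjusted p = 6.63e-05). *Ptch1* (-1.27), *Dhh* (-1.04) and *Glipr2* (-0.55) fell as well, and *Fgf12* rose by 1.66. *Glipr2* lay under the fold threshold after normexp background correction, at -0.48. Of the pan-uterine epithelial-associated genes, *Gata1* rose by 0.62 (standard error 0.23, limma adjusted p = 0.120) and passed only without *Sox17* ed/ed replicate 1, at 0.90. *Foxo1*, *Notch1* and *Notch3* fell, *Notch1* the most (-0.74).

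**Figure D1:**
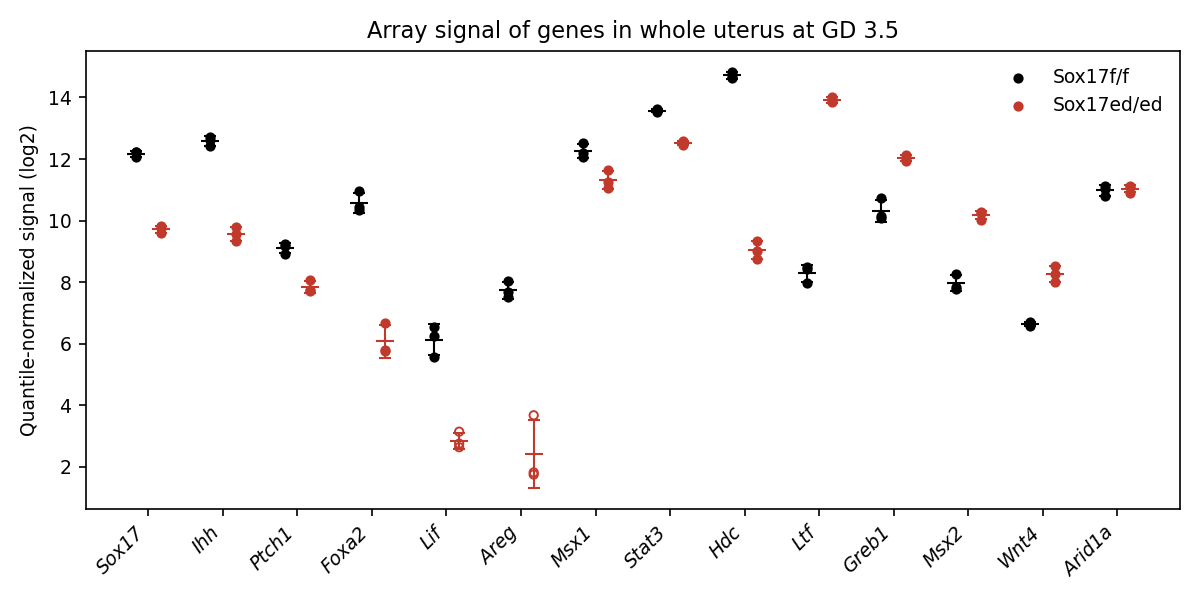
Quantile-normalized log2 signal (vertical axis) of genes named in the paper on the 3 *Sox17* f/f arrays (black) and the 3 *Sox17* ed/ed arrays (red) at GD 3.5; points are single arrays, horizontal bars means, error bars SDs, and open points mark probes not well above background on any array of that genotype. The points of the genotypes lie apart for every gene drawn except *Arid1a*, with *Ihh* at 12.58 in *Sox17* f/f and 9.57 in *Sox17* ed/ed uteri.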

Among dysregulated genes, 125 genes were directly associated with uterine receptivity and implantation as shown in the heatmap (Fig. 4a), including E2-responsive genes (e.g., *Clca3, Fzd10, Greb1, Igfbp5, Wnt4, Ltf, Muc1, Sprr2f*), P4-responsive genes (e.g., *Fosl2, Il6, Msx1, Msx2, Msx3, Osmr, Runx1, Stat3*), LE-specific genes (*Cldn7, Alox12e, Calb1, Cln5, Cnn3, Cobl, Ctsd, Hdc, Irg1, Jam2, Areg*), GE-specific genes (*Calca, Cbs, Foxa2, Ier3, Il6st, Lif, Prss28, Prss29, Spink3*), hedgehog signaling-associated genes (*Ihh, Dhh, Glipr2, Ptch1, Ptch2, Fgf12*), Pan-uterine epithelial-associated genes (e.g., *Btg2, Cd14*, *Gata1, Ltf, Muc1, Muc16, Mt1, Mt2, Sox17, Sprr2f*) and other uterine receptivity- and implantation-related genes (*Foxo1, Notch1, Notch3*). The expression in the murine endometrium of some of these genes was validated by qRT-PCR (Supplementary Fig. 4). The top-enriched Ingenuity Pathway annotations for the aberrantly regulated gene list (1595 genes) included (1) reproductive system development, function, and abnormalities; (2) cardiovascular system development and function; (3) cancer and dermatological diseases; (4) inflammatory response; and (5) molecular transport (Fig. 4b). The entire list of functional annotations can be found as Supplementary Data 2. Of interest, pathways associated with endometriosis (affected), implantation (deactivated), epithelial cancer (activated), inflammation (activated) as well as transport and secretion of molecules (deactivated) were affected. 

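The genes listed in Supplementary Data 2 under these annotations were tallied on the arrays with no test, since the pathway analysis drew them from genes already changed on the same samples. The copy used here holds all 21 of the paper's genes for implantation, 71 of its 78 for endometriosis and 67 of its 84 for secretion of molecules. The copy holds only part of the lists for epithelial cancer, inflammation of organ and transport of molecules: 52, 59 and 58 of their genes were tested, with 25, 37 and 29 downregulated and 20, 19 and 20 upregulated. Of the implantation genes, 19 were tested, and 13 were downregulated and 5 upregulated past the thresholds in *Sox17* ed/ed uteri. Of the endometriosis genes, 70 were tested, with 38 downregulated and 24 upregulated. For secretion of molecules 60 genes were tested, with 31 downregulated and 24 upregulated.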

The pathways altered are involved in developmental cell proliferation and inflammation, which are all important for embryo implantation.

**Fig. 4:**
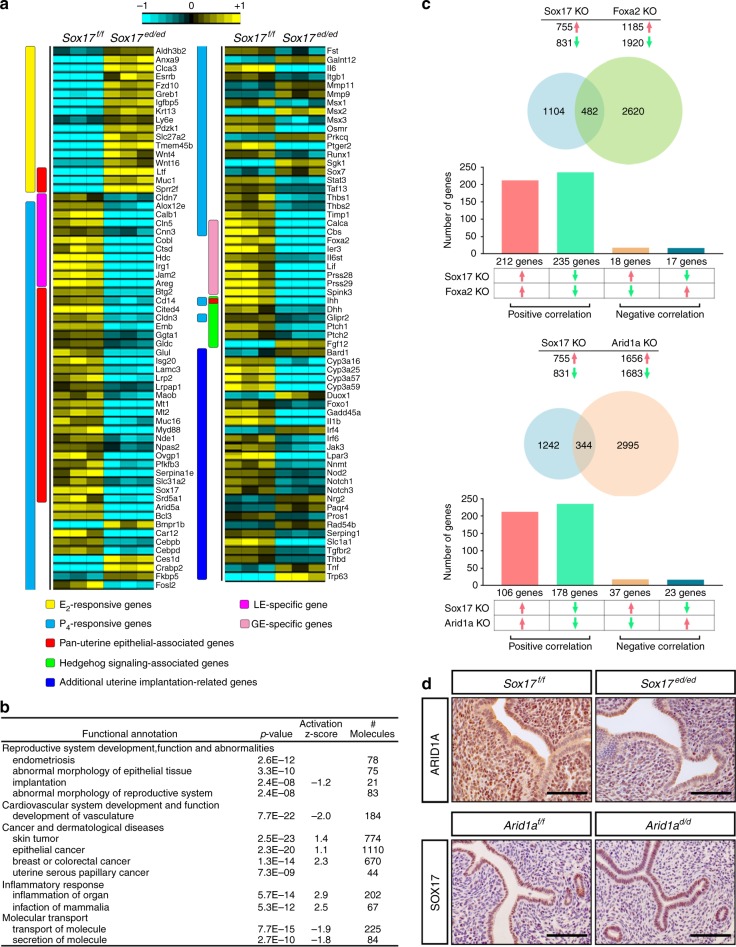
SOX17 regulation of uterine transcriptome. **a** Heatmap of uterine function-associated genes differentially regulated between *Sox17*^*f/f*^ and Sox17^*ed/ed*^ mouse uteri at GD 3.5 generated from microarray analysis. **b** Enrichment of functional annotation in differentially expressed genes between *Sox17*^*f/f*^ and Sox17^*ed/ed*^ mouse uteri at GD 3.5 by IPA analysis. **c** Overlaps and correlations of *Sox17* KO with *Foxa2* KO or *Arid1a* KO transcriptomes generated by NextBio gene expression profile comparison. **d** Immunohistochemical staining of ARID1A in GD 3.5 uteri from *Sox17*^*f/f*^ and *Sox17*^*ed/ed*^ mice (*n* = 3; row 1), as well as SOX17 in GD 3.5 uteri from *Arid1a*^*f/f*^ and *Arid1a*^*d/d*^ (*Pgr*^*Cre*^*Arid1a*^*f/f*^) mice (*n* = 3; row 2) Scale bars: 100 µm

Next, we performed a correlation search to determine which available data sets in the Illumia BaseSpace Correlation Engine database showed similarity to the gene expression profile of *Sox17*^*ed/ed*^ in the uterus during the window of receptivity. The top two data sets that share similar gene expression patterns with SOX17-regulated transcriptome at GD 3.5 were (1) FOXA2-regulated transcriptome and (2) ARID1A-regulated transcriptome (Fig. 4c). The *Sox17*^*ed/ed*^ and *Foxa2*^*ed/ed*^ transcriptomes share 482 affected genes with 212 genes upregulated and 235 genes downregulated (Supplementary Data 3). This finding further supports our hypothesis that the loss of gland epithelial functions in the *Sox17*^*ed/ed*^ mice is likely through the *Foxa2*-mediated pathway. 

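Of the paper's 482 genes shared between the *Sox17* ed/ed and *Foxa2* ed/ed transcriptomes, 469 were tested on the 6 arrays, with their direction in *Foxa2* ed/ed uteri taken from Supplementary Data 3. In *Sox17* ed/ed uteri 204 rose where they rose without *Foxa2* and 229 fell where they fell without *Foxa2*. The other 36 went opposite ways, 19 of them higher in *Sox17* ed/ed uteri. The direction was thus shared by 92.3% of the genes tested, and 407 of these passed the thresholds. Since the study chose the list among genes changed on the same arrays, the number passing is not independent evidence. The tally of genes with a shared direction was 433, and the filter to probes well above background on all 6 arrays, which leaves fewer genes, moved it most, to 380. The full list of genes changed in *Foxa2* ed/ed uteri was not analysed here, so the overlap was not tested. The paper proposes that *Sox17* ed/ed mice likely lose gland epithelial functions by way of *Foxa2*, and takes the shared genes as further support. It also reports undetectable FOXA2 staining in the glands and lower *Foxa2* and *Lif* mRNA by qRT-PCR.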

The *Sox17*^*ed/ed*^ and *Arid1a* ^*ed/ed*^ transcriptomes shared 344 common dysregulated genes with 106 genes upregulated and 178 genes downregulated (Supplementary Data 4). 

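Of the paper's 344 genes shared with the *Arid1a* transcriptome, 336 were tested on the same arrays, with their direction after *Arid1a* ablation taken from Supplementary Data 4. In both transcriptomes 103 rose and 170 fell. The remaining 63 went opposite ways, 40 of them higher in *Sox17* ed/ed uteri. The shared direction covered 81.2% of the genes tested, and 249 of these passed the thresholds in *Sox17* ed/ed uteri. This list, too, was chosen among genes changed on the same arrays. The *Foxa2* and *Arid1a* lists have 158 tested genes in common, and 145 of them changed in the same direction in all 3 transcriptomes, 51 of them upward.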

Although *Arid1a* mRNA level did not changed in the *Sox17* KO microarray, immunohistochemical analyses showed the reduction of ARID1A in the *Sox17*^*ed/ed*^ uteri as compared with *Sox17*^*f/f*^ uteri at GD 3.5 (Fig. 4d, row 1), which could be owing to the posttranslational regulation. However, no difference in SOX17 expression was detected between *Arid1a*-ablated and wildtype uteri at GD 3.5 (Fig. 4d, row 2), suggesting a hierarchical role of SOX17 in regulation of ARID1A that is critical for uterine fertility and is remarkably lower in the endometrium from women with endometriosis^40^.

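The normalized log2 signal of *Arid1a* was 10.98 ± 0.17 (SD, n = 3 arrays) in *Sox17* f/f uteri and 11.04 ± 0.13 (SD, n = 3) in *Sox17* ed/ed uteri. The log2 fold change was 0.06 with a 95% confidence interval from -0.21 to 0.33 (limma adjusted p = 0.754), so a difference larger than the spread between arrays was not detected. The interval lies within a fold change of 1.40 in either direction. The other *Arid1a* probe gave 0.11, and without *Sox17* f/f replicate 2 the sign changed, at -0.04. From the unchanged mRNA and the lower ARID1A staining, the paper proposes posttranslational regulation of ARID1A.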

### The SOX17 signaling pathway is present in human endometria

To investigate SOX17 role in human endometrial function, we analyzed its expression pattern in endometrial tissue from women with and without endometriosis at proliferative and secretory phases (*n* = 7 per phase per disease). SOX17 was highly expressed in the endometrial epithelia of women without endometriosis at the proliferative (H-score; 288.00 ± 8.25) and secretory phases (H-score 278.57 ± 9.01), However, its expression was significantly decreased in the endometrial epithelia of women with endometriosis at the proliferative (H-score; 119.29 ± 38.83) as well as secretory phases (H-score 48.57 ± 12.94) compared with controls (Fig. 5a, b). This demonstrates that the uterine epithelium expression of SOX17 is conserved between mouse and human, and in the human endometrium SOX17 expression is impacted by endometriosis. Next, the correlation between *SOX17* and *IHH* were examined in the human endometrium. *SOX17* and *IHH* mRNA levels were positively correlated in human endometrium from two independent cohorts, GSE4888 and GSE58144 (Fig. 5c), supporting a conservation of the expression between mouse and human. When comparing genes altered in the *Sox17*-ablated uteri at GD 3.5 with human endometrial receptivity biomarkers^41–43^, 31 human orthologs were identified (Fig. 5d). During the window of receptivity, 23 of these genes were downregulated in *Sox17*-ablated uteri but upregulated in receptive human endometrium; and eight genes were upregulated in *Sox17*-ablated uteri but downregulated in human endometrium, suggesting the role of SOX17 in human and mouse endometrium is conserved.

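Of the paper's 31 genes in Fig. 5d, 28 were tested on the mouse arrays, 21 drawn as downregulated and 7 as upregulated in *Sox17*-ablated uteri. All 21 genes drawn as downregulated fell past the thresholds, the least *Pros1* (log2 fold change -0.49). *Cyp3a25*, *Cyp3a57*, *Cyp3a59* and *Lif* were not well above background on any *Sox17* ed/ed array. *Ptger2* had a log2 fold change of -4.31 (standard error 0.21, limma adjusted p = 8.06e-05) and *Car12* of -3.73 (standard error 0.22, limma adjusted p = 0.000157). Of those drawn as upregulated, 6 passed, *Crabp2* with a log2 fold change of 4.76 (standard error 0.16, limma adjusted p = 2.04e-05), and *Paqr4* rose by 0.39, under the fold threshold. Adjusted over all genes tested, the limma p of all 28 was under 0.05. These tallies are not independent evidence, because the study chose the genes among those changed on the same arrays. The human samples were not analysed here. From the opposite directions in mouse and human endometrium, the paper proposes that the role of SOX17 is conserved.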

**Fig. 5:**
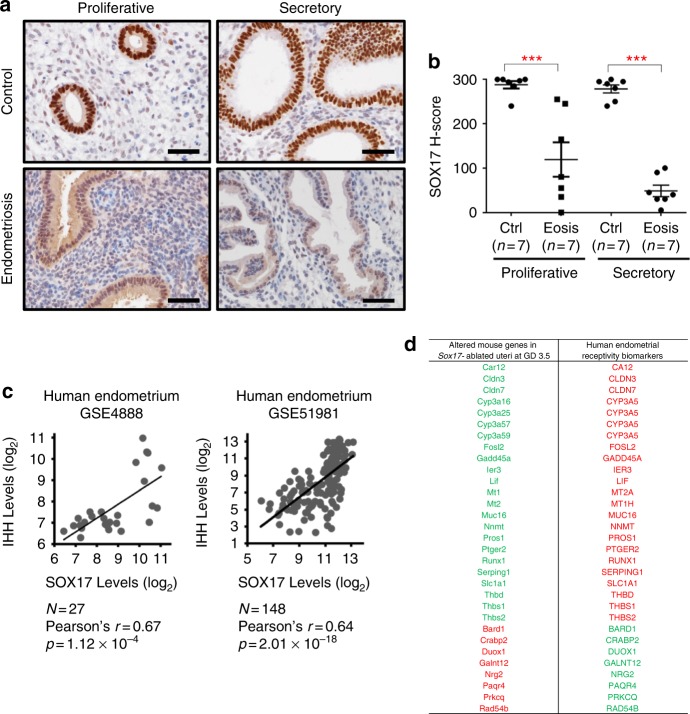
A conserved SOX17 pathway for endometrial receptivity in humans. Immunohistochemical staining **a** and H-score quantification **b** of SOX17 in human endometrial section from women with and without endometriosis at proliferative and secretory phase of the menstrual cycle. Scale bars: 50 µm. *P < 0.001 (ANOVA with Tukey’s post hoc test). Data are presented as means ± S.E.M. **c** Correlation of levels between IHH and SOX17 in human endometrium (GSE4888 and GSE51981). **d** Comparison of genes altered in the *Sox17*-ablated uteri at GD 3.5 with human endometrial receptivity biomarkers. Green font denotes gene downregulation; red font denotes gene upregulation

### SOX17 and major uterine regulators show genome co-occupancy

As *Sox17* ablation affected uterine epithelial differentiation, it is difficult to discern which gene expression changes are due to direct transcriptional regulation of gene expression or the consequences of epithelial cell differentiation. To define which genes are potentially regulated by SOX17 at the level of transcription, *Sox17*^*f/f*^ mice were ovariectomized, rested for 2 weeks, and then administered P4. After 6 hours, uterine horns were flash frozen and the tissue was subject to the ChIP-seq assay. The SOX17 ChIP-seq demonstrated enriched binding at promoter and 5′ untranslated regions (Supplementary Fig. 3a, b). Homer de novo motif analysis described SOX17 primarily bound at locations with nuclear receptor response elements, in which SOX, GATA families as well as PGR were among top-enriched motifs (Supplementary Fig. 3c). As a result, 11,277 genes were identified as SOX17-bound within 25 kb upstream and/or downstream of the gene boundary (Supplementary Data 5 and 6).

To identify genes potentially regulated by SOX17, differentially expressed genes between *Sox17*^*ed/ed*^ and control uteri were overlapped with the SOX17-bound gene list. Of the 1595 differentially regulated genes, 807 genes were identified as containing SOX17-binding sites within 25 kb upstream and/or downstream of the gene boundary (Fig. 6a and Supplementary Data 7). 

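Of the paper's 807 genes with a SOX17-binding site, 769 were tested on the arrays, and 673 passed the thresholds, 313 higher and 360 lower in *Sox17* ed/ed uteri. The paper had called these genes changed on the same arrays, so the number passing is not independent evidence. The assignment of binding sites is the paper's, from Supplementary Data 7, and the ChIP-seq data were not analysed here. Among the genes of Supplementary Data 1 that were tested, 351 of 769 with a binding site rose (45.6%), against 317 of 648 without one (48.9%), an odds ratio of 0.877 (Fisher's exact test, two-sided, p = 0.220). With probes well above background on all 6 arrays only, the odds ratio was 0.792 (Fisher's exact test, two-sided, p = 0.0447), the only alternative tried in which this p was under 0.05. The median absolute log2 fold change was 0.90 for genes with a binding site and 1.04 for genes without one.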

Of particular interest, 78 genes have been shown to be associated with uterine receptivity and implantation, 34 of which are uterine epithelial-specific genes (Fig. 6a). Based on the findings that *Sox17*^*ed/ed*^ and *Foxa2*^*ed/ed*^ transcriptomes largely overlap and *Sox17* is a target of PGR^5^, which is regulated by GATA2 during the early pregnancy^2^, we evaluated common binding peaks by comparing SOX17 ChIP-seq dataset with three other independent mouse ChIP-seq data sets (FOXA2^44^, PGR^5^, and GATA2^2^). This analysis identified 624 common peaks (assigned to 737 genes) (Fig. 6b). When further overlapping with 1595 differentially regulated genes in *Sox17*-ablated uteri, 92 genes were identified as SOX17 target genes with shared binding sites by FOXA2, PGR, and GATA2. Many of them (*Areg, Btg2, Cnn3, Cobl, Glul, Ihh, Irg1, Lrp2, Pfkfb3, Sox17,* and *Sprr2f*) are well-known uterine epithelial-specific genes, indicating SOX17 may interact with other transcription factors to regulate uterine gene expression.

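On the arrays all 11 of these genes passed the thresholds, 10 lower in *Sox17* ed/ed uteri and *Sprr2f* higher, with a log2 fold change of 5.97 (standard error 0.18, limma adjusted p = 1.54e-05). *Cobl* had a log2 fold change of -2.87 (standard error 0.09, limma adjusted p = 1.63e-05) and *Lrp2* of -1.68 (standard error 0.23, limma adjusted p = 0.00498). *Glul* changed by -1.31, *Btg2* by -1.20 and *Pfkfb3* by -1.18 on the log2 scale. The spread between arrays was smaller than the difference for each, since every array of one genotype lay apart from every array of the other for all 11. The paper drew these 11 genes from those it had called changed on the same arrays, so neither result is independent evidence.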

**Fig. 6:**
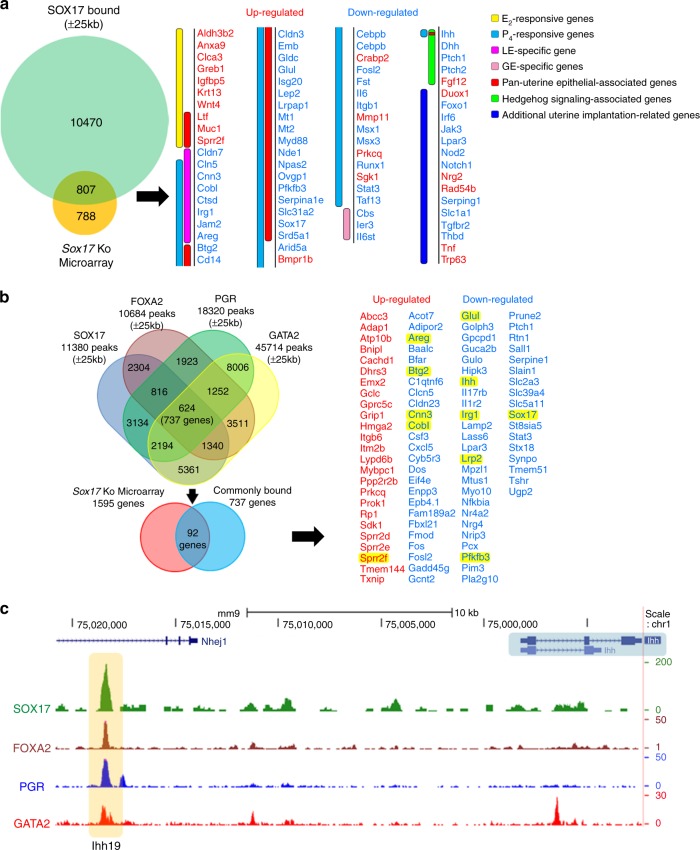
Binding and regulation of *Ihh* by analysis of SOX17 uterine cistrome. **a** SOX17 ChIP-seq using *Sox17*^*f/f*^ mice identified to 11277 genes with binding intervals within 25 kb of the gene boundary. Of these genes, 807 were differentially regulated in the *Sox17* KO microarray at GD 3.5, and 78 genes were directly associated with uterine receptivity and implantation. **b** Analyses of SOX17, FOXA2, PGR, and GATA2 ChIP-seq data sets identified 624 common peaks, which assigned to 737 genes. Of these genes, 92 genes were identified as SOX17 target genes with shared binding sites by FOXA2, PGR, and GATA2. **c** Genome browser tracks of SOX17, FOXA2, PGR, and GATA2 binding at putative enhancers for *Ihh* gene in P_4_-treated or GD 3.5 uteri. UCSC Genome Browser views showing the mapped read coverage of SOX17, FOXA2, PGR, and GATA2 ChIP-seq data. The *Ihh* gene locus and the regions targeted by gRNAs for CRISPR/Cas9 deletion in vivo are highlighted in blue and yellow, respectively. Ihh19, putative enhancer 19 kb upstream of *Ihh* gene locus

Interestingly, in vivo SOX17-binding events occurred at putative enhancer 19 kb upstream of *Ihh* gene locus (Fig. 6c). ChIP-seq analysis has demonstrated that FOXA2^44^, PGR^5^, and GATA2^2^ are also bound in this region (Fig. 6c). This region 19 kb upstream of the *Ihh* gene is located at the intragenic region of *Nhej1* gene. *Nhej*^*−/−*^ mice have been generated and the disruption did not alter the *Ihh19* region. The *Nhej*^*−/−*^ mice were viable, and fertile^45^. Functional analysis of the role of the *Ihh19* region can be conducted without any concerns that altering the expression of *Nhej* would confound the analysis of the uterine pheyotype. Therefore, to evaluate the significance of these binding sites on uterine receptivity, particularly IHH signaling, we used CRISPR/Cas9 technology to ablate this putative enhancer in vivo (Fig. 6c). Thus, the mouse line (*Ihh19*^*d/d*^) was generated with the deletion of 577 bp containing the SOX17 putative enhancer (Fig. 6c and Supplementary Fig. 3d).

### An endometrial enhancer for *Ihh* controls uterine receptivity

Mice bearing the deletion 19 kb upstream of the *Ihh* gene were born at the normal Mendelian frequencies with no obvious skeletal defects as reported in mice with germ line deletion of *Ihh*^46^. This deletion did not impact the expression for *Ihh* that is required for normal development. We then assayed the impact of *Ihh19* deletion on the expression and tissue specificity of *Ihh* in the intestine and uterus of GD 2.5 female mouse. The expression of *Sox17* and *Areg* in the uterus was also assayed (Fig. 7a). Compared with the control (*Ihh*^*+/+*^, wildtype), *Ihh* mRNA was downregulated (*P* < 0.05) in the *Ihh19*^*d/d*^ uteri specifically in the uterus with no impact on *Sox17* and *Areg* mRNA levels (Fig. 7a). The expression of *Ihh* was not altered in the intestine (Fig. 7a). Immunohistochemical staining further confirmed the downregulation of IHH in the *Ihh19*^*d/d*^ uteri at GD 2.5 (Supplementary Fig. 4a). However, the loss of IHH expression was not complete as cells positive for IHH could be identified in the *Ihh19*^*d/d*^ uteri at GD 2.5 (Supplementary Fig. 4a). As the mice did not show the other non-uterine phenotypes associated with *Ihh* ablation, the deletion of the enhancer of the *Ihh* flanking region impacted was specific to the uterus.

**Fig. 7:**
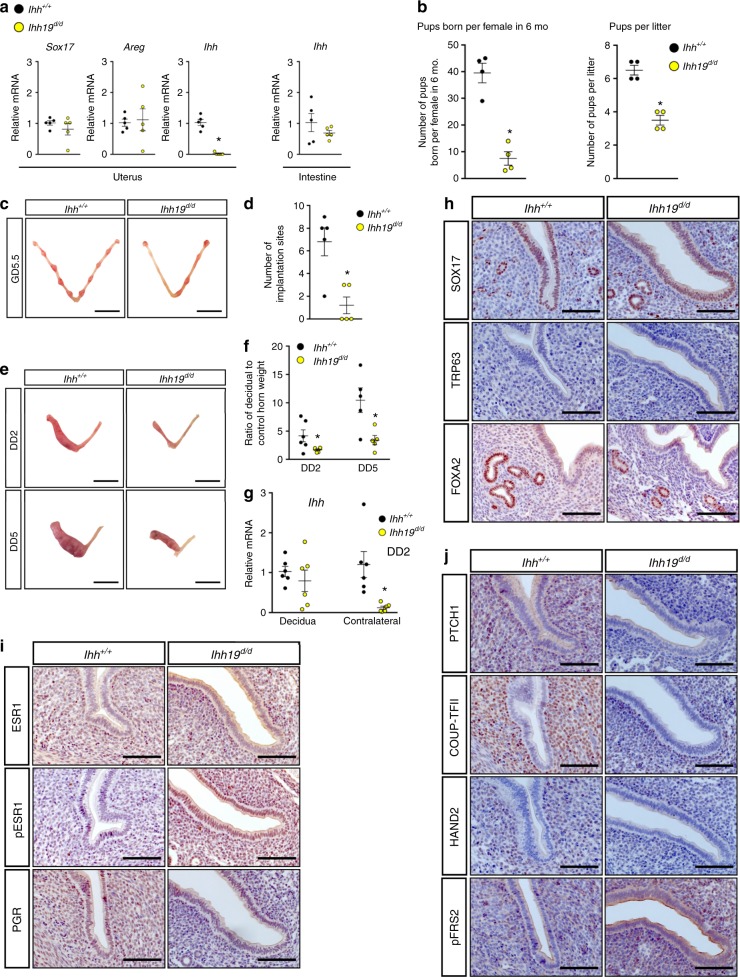
The SOX17-binding region 19 kb upstream of *Ihh* gene governs the window of uterine receptivity. **a** Quantification of *Sox17*, *Areg*, *Ihh* gene expression in uteri and/or intestine from *Ihh*^*+/+*^ *and Ihh19*^*d/d*^ female mice at GD2.5 (*n* = 5). **b** Pups born from *Ihh*^*+/+*^ *and Ihh19*^*d/d*^ female mice during 6-month breeding trial (*n* = 4). **c**, **d** Embryo implantation sites (**c**) and quantification (**d**) in uteri from *Ihh*^*+/+*^ *and Ihh19*^*d/d*^ female mice at GD5.5 (*n* = 5). Scale bars: 10 mm. **e**, **f** Artificial deciduoma formation (**e**) and ratio of decidual to control horn weight (**f**) in *Ihh*^*+/+*^ *and Ihh19*^*d/d*^ female mice at DD2 (*n* = 6) and DD5 (*n* = 5). Scale bars: 10 mm. **g** Quantification of *Ihh* gene in decidual and contralateral horn from *Ihh*^*+/+*^ *and Ihh19*^*d/d*^ female mice at DD2 (*n* = 6). **h**-**j** Immunohistochemical staining of SOX17, TRP63, FOXA2, ESR1, pESR1, PGR, PTCH1, COUP-TFII, HAND2, and pFRS2 in GD 3.5 uteri from *Ihh*^*+/+*^ *and Ihh19*^*d/d*^ mice (*n* = 3). Scale bars: 100 µm. Black dots denote *Ihh*^*+/+*^ and yellow dots denote *Ihh19*^*d/d*^. *P < 0.05 (Student’s *t* test for **a**, **b**, **d**, and ANOVA with Tukey’s post hoc test for **f**, **g**). Data are presented as means ± S.E.M

The phenotypic consequences of the deletion of the *Ihh19*-binding region was then assayed based on the ability of the uterus to support pregnancy (including implantation sites), undergo an artificial induced decidual reaction, IHH signaling in the uterus and uterine morphology. *Ihh19*^*d/d*^ females showed subfertility, as evidenced by the lower number (*P* < 0.05) of pups born per female and pups per litter in 6-month breeding trial as compared with the *Ihh*^*+/+*^ mice (Fig. 7b). Further, the lower number (*P* < 0.05) of implantation sites at GD 5.5 (Fig. 7c, d) and compromised decidualization (Fig. 7e, f) may account for such subfertility of *Ihh19*^*d/d*^ females. The decrease in implantation sites was not due to an impact on ovulation or embryo development as there was no difference in the number of embryos flushed from the uterus and oviduct at GD 2.5 between *Ihh19*^*d/d*^ and control mice at GD 2.5 (Supplementary Fig. 4b). There was no difference in the serum P4 level between these two groups, indicating a normal endocrine regulation of hormone secretion (Supplementary Fig. 4c).

Immunohistochemical analyses showed the expression levels and distribution of uterine epithelial SOX17 and FOXA2 in the uterine GE were not different between *Ihh*^*+/+*^ and *Ihh19*^*d/d*^ mice at GD 3.5 (Fig. 7h). Also, there was no TRP63-positive staining for basal cells in the uterine epithelia between them (Fig. 7h). However, analysis of the IHH signaling axis showed that *Ihh19*^*d/d*^ mice exhibited significant reduction of PTCH1, COUP-TFII, HAND2 in the stromal cells, and increases in pFRS2 mostly in the epithelial cell of uteri at GD 3.5 (Fig. 7j). Total ESR1 was upregulated mainly in the stromal cells and pESR1 increased in both epithelial and stromal compartments of *Ihh19*^*d/d*^ uteri as compared with that of *Ihh*^*+/+*^ mice at GD 3.5 (Fig. 7i). In addition, PGR decreased in epithelial and stromal cells of *Ihh19*^*d/d*^ uteri as compared with that of *Ihh*^*+/+*^ mice (Fig. 7i). Although the uterine ablation of *Ihh* rendered mice completely infertile^3^, *Ihh19*^*d/d*^ mouse exhibited a hypomorphic phenotype of the uterine *Ihh* deletion most likely due to an incomplete ablation of *Ihh* as evidenced by detection (*P* < 0.05) of *Ihh* mRNA in decidua rather than the contralateral horn of *Ihh19*^*d/d*^ uterus at DD2 (equivalent to GD6.5) (Fig. 7g).

## Discussion

Here we demonstrate that uterine epithelial SOX17 is critical for regulating uterine epithelial cell proliferation, uterine gland development and differentiation, embryo implantation and the ability of the uterus to support pregnancy (Fig. 8). Transcriptomic and cistromic analyses have demonstrated that SOX17 regulates the transcription of uterine epithelial genes. Among the genes regulated by SOX17 is *Ihh*. Ablation of *Sox17* or the SOX17-binding region distal to the *Ihh* gene alters proper epithelial–stromal cross-talk in the uterus required for pregnancy^3,39^, in which SOX17 and PGR co-regulated the PGR signaling and IHH signaling. The impaired IHH signal transduction from epithelial to stroma, subsequently affected the stromal PGR via its regulator, the stromal COUP-TFII (Fig. 8). SOX17 expression is conserved in the human endometrium and many of the genes regulated by SOX17 in the mouse are shown to be markers of uterine receptivity in humans.

**Fig. 8:**
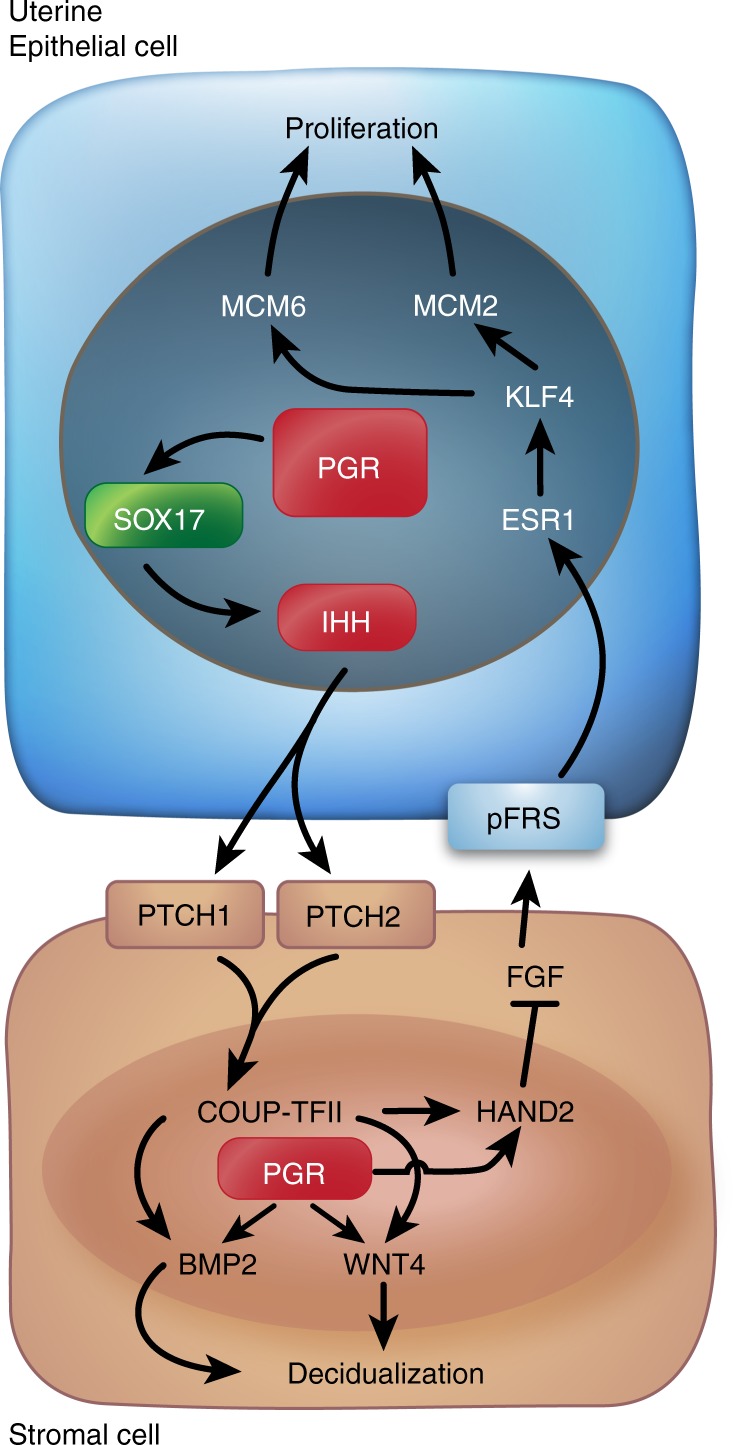
SOX17 regulates IHH signaling pathway to govern uterine epithelial–stromal interactions during the window of receptivity

*Sox17* has been identified as altered in endometrial cancer^26^. Mice generated in this report (i.e., *Sox17*^*d/d*^ and *Sox17*^*ed/ed*^) do not develop endometrial cancer. This indicates that *Sox17* is not a primary driver of endometrial cancer. However, this analysis shows that SOX17 inhibits uterine epithelial cell proliferation. Also, the transcriptomic alterations in response to epithelial *Sox17* ablation overlap with *Arid1a*-ablated transcriptome. ARID1A is highly mutated in endometriosis associated cancers such as ovarian cancer and endometrial cancer^47^. This indicates that the role of *Sox17* in the development of cancer of the uterus may be in the modification of a critical regulator of endometrial cell homeostasis.

Previously, it has been reported that female mice with *Sox17* haploinsufficiency are subfertile owing to impaired implantation^27^. This was not observed in the *Sox17*^*d/+*^ or *Sox17*^*ed/+*^ in this study, in which *Sox17*^*d/+*^ (*Pgr*^*Cre/+*^*Sox17*^*f/+*^) produced an average litter size of 5.3 ± 0.79 pups/litter (*n* = 5 dam), whereas Sox17^*f/+*^ females gave litters of 5.9 ± 0.89 pups/litter (*n* = 4 dam), suggesting that the decrease in fertility in the *Sox17*^*+/−*^ mice is likely owing to the non-uterine actions of SOX17. It has also been reported that mice with epithelial deletion of *Sox17* using the *Sprr2f*^Cre^ mice are infertile with normal adenogenesis^28^. Our findings further show that ablating *Sox17* in the uterine epithelium by the *Ltf*^*iCre*^ results in complete abolition of embryo implantation, which not only agrees with the previous report but also provides a more detailed functional timeline of epithelial Sox17 on fertility. The *Sprr2f*^Cre^-mediated *Sox17* knockout model also show the presence of glands in the uterus, which differs from that of the *Pgr*^*Cre*^-mediated *Sox17* ablation model^28^. It was speculated that the persistence of glands was due to an involvement of SOX17-expressing stromal cells. Our results identified the SOX17-expressing cells in the stromal compartment as endothelial cells. Moreover, deleting *Foxa2* in uterine epithelium after puberty also allows establishment of glands despite of sterility^33^. Therefore, the presence of glands in both *Sprr2f*^Cre^ and *Ltf*^*iCre*^ models are likely owing to the timing of *Sox17* ablation. In both models, gene recombination is delayed until after puberty^30,33,48^.

The role of *Sox17* in the mouse uterus is twofold. First, it regulates uterine gland development and differentiation. Second, it regulates the expression of key genes regulating uterine fertility. The loss of epithelial *Sox17* postnatally reduced the number of glands and caused the epithelial stratification in the 2-month old mouse uteri. Postpubertal ablation of *Sox17* resulted in a delay in epithelial stratification and no glandular reduction in the 8-month old uteri. However, uterine gland function was altered as evidenced by a decrease in *Lif* expression. This suggests that, like *Foxa2*, *Sox17* regulates postnatal adenogenesis and once the uterine glands are developed they regulate gland function. Furthermore, the significant reduction of FOXA2 in the GE of *Sox17*-ablated uteri at GD 3.5, and no binding of SOX17 to the *Foxa2* gene locus suggest an indirect regulation of SOX17 on *Foxa2* gene expression. Notably, the loss of LIF in this model was not the only cause of the infertility as administration of recombinant LIF did not rescue the implantation phenotype. This observation suggests that additional pathways parallel to the FOXA2-LIF axis are also required for postpubertal gland functions.

The epithelial stratification with the expression of basal cell marker TRP63 in *Sox17* KO is similar to the uterine phenotypes seen after ablation of β-catenin^49^, *Wnt4*^50^, or *Gata2*^2^ and conditional uterine activation of smoothened^51^. This places SOX17 as a regulator of uterine epithelial integrity along with P4, WNT, and hedgehog signaling. SOX17 is reported to inhibit WNT signaling^52^. However, in this case SOX17 loss phenocopies WNT4/β-catenin loss, indicating that its action in the uterine epithelium is not to inhibit WNT signaling but work in concert with these signaling pathways to regulate uterine epithelial differentiation.

The cause of infertility in the *Sox17*^*ed/ed*^ mouse is due to the loss of two major signaling pathways. Both LIF and IHH signaling are altered in this mouse model. LIF is produced by the GE and acts on its receptors in the LE to regulate embryo invasion and stroma decidualization^32^. IHH initiates the epithelial–stromal communication network, which is required for cessation of uterine epithelial cell proliferation, embryo invasion, and decidualization^3^. However, the mechanism by which SOX17 alters these pathways is confounded by its action to regulate epithelial and glandular differentiation. Similar transcriptomic alteration between *Sox17*^*ed/ed*^ and *Foxa2*^*ed/ed*^ further suggest the essential role of SOX17 in adenogenesis and maintenance of functional glands in the uterus. Transcriptomic, cistromic, and genome editing analyses indicate that the role SOX17 plays in regulating uterine function may not be secondary to alterations in uterine epithelial differentiation, but may be due to direct regulation of genes critical for uterine fertility. Analysis of the binding sites for SOX17 demonstrated 737 genes that share the common binding sites (624 peaks) for PGR, GATA2, and FOXA2. Among those genes, 92 were identified in response to SOX17 regulation via the shared uterine-specific enhancers, i.e., non-coding regions harboring *cis*-regulatory elements that are bound by transcription factors and may define cellular identity^53,54^. The putative enhancer 19 kb upstream to the *Ihh* gene was identified based on SOX17, FOXA2, PGR, and GATA2 ChIP-seq data from uterine tissue. Thus, *Ihh19* enhancer was further deleted in vivo using CRISPR/Cas9 technology and validated by sequencing. The mice were subfertile with impaired IHH signaling only in uterine tissue, confirming the uterine distal enhancer bound by SOX17 that regulates *Ihh* gene. The analysis of this enhancer region has identified a cassette of transcription factor binding sites that may be critical for uterine epithelial gene expression. It is easy to speculate that some combinations of these transcription factors would allow the differentiation of progenitor cell to achieve a uterine epithelial cell phenotype. Uterine epithelial cells are difficult to culture in vitro, therefore understanding regulation of and by these transcription factors may lead to the development of better in vitro models for uterine epithelial function.

## Methods

### Human endometrial samples

This study was carried out in accordance with federal regulations governing human subjects research. All procedures were approved by the following ethics committees: Institutional Review Board/Committee-A (IRB) of Greenville Health System under IRB file # Pro00000993 and Pro00013885 and the University of Capel Hill at North Carolina IRB under file #: 05-1757. Informed consent was obtained from all patients before their participation in this study. To examine SOX17 expression patterns of eutopic endometrium between women with and without endometriosis (control vs. endometriosis group), 28 samples in total were used from proliferative and secretory phases (*n* = 7 per phase per group).

### Animals

All animal studies were conducted in accordance with National Institute of Environmental Health Sciences (NIEHS) Animal Care and Use Committee guidelines and in compliance with NIEHS-approved animal protocol. Mice carrying the *Sox17*^*f/f*^ allele (stock no: 007686, the Jackson Laboratory, Bar Harbor, ME) were bred to *Ltf*^*icre/+*^ or *Pgr*^*cre/+*^ mice to generate *Ltf*^*icre/+*^*Sox17*^*f/f*^ or *Pgr*^*cre/+*^*Sox17*^*f/f*^ mice, respectively.

### CRISPR/Cas9-mediated deletion of the enhancer region in vivo

CRISPR/Cas9 single-guide RNAs targeting *Ihh19* enhancer region were identified using MIT CRISPR Design tool (http://crispr.mit.edu)^55–57^, i.e., GGTACAGACTGGAGCCCTTA, and TTATAGATAGCAGGCACTAT. Each sgRNAs were cloned into the pDR274 plasmid vector, and in vitro transcribed using the MEGAshortscript T7 kit (Life Technologies). Cas9 mRNA was in vitro synthesized. Cas9 mRNA (50 ng µl^−1^) and sgRNAs (25 ng µl^−1^ for each) were microinjected into the cytoplasm of fertilized eggs of superovulated C57BL/6 J female mice (JAX) and implanted into oviducts of pseudopregnant fosters. Founder mice were bred with wildtype C57BL/6 J mice to obtain F1 heterozygous (*Ihh19*^*d/+*^) mice. F1 mice with an identical genotype were interbred to generate F2 homozygous (*Ihh19*^*d/d*^) mice. All mice were genotyped by PCR amplification of genomic DNA isolated from the tip of tail, followed by Sanger sequencing. Large deletions were identified by serial PCR genotyping using primers that were designed to amplify ~500 bp encompassing the target sequence.

### Animal fertility assay

Fertility was assessed by mating 8-week old (1) *Ltf*^*icre/+*^*Sox17*^*f/f*^ or *Pgr*^*cre/+*^*Sox17*^*f/f*^ females; and (2) *Ihh19*^*+/+*^ *or Ihh19*^*d/d*^ females with wildtype C57BL/6 J males for 6 months. The number of litters and pups were recorded.

### Embryo implantation assessment

Eight-week old female *Sox17*^*f/f*^, *Ltf*^*icre/+*^*Sox17*^*f/f*^ and *Pgr*^*cre/+*^*Sox17*^*f/f*^ mice, as well as female *Ihh19*^*+/+*^ and *Ihh19*^*d/d*^ mice were mated with C57BL/6 J intact male mice, separately. The presence of the copulatory plug was recorded as GD 0.5. Mice were killed by injection of sodium pentobarbital (Fatal Plus; Vortech Pharmaceuticals, Dearborn, MI) in the morning, 5 days (i.e., GD 5.5) after the presence of the coital plug, to determine the number of implantation sites.

### Artificial decidualization

To assess the ability of the stroma to undergo differentiation and proliferation independent of embryo attachment, 6-week old female mice were ovariectomized and treated with exogenous hormones to mimic pregnancy before applying a manual stimulus to a single uterine horn (protocol outlined previously by Finn and Martin, 1972)^58^. After ovariectomy and 2 weeks of rest to eliminate endogenous ovarian steroids, mice were administered daily E2 (100 ng per mouse) injections for 3 days. After 2 days of rest, mice were treated with E2 (6.7 ng per mouse) and P4 (1 mg per mouse) for 3 days. On the third day (DD0), mice were administered a single injection of 0.05 mL of sesame oil to the right uterine horn. Mice were administered E2 and P4 for 5 more days and killed on the fifth day (DD5). Uterine wet weights for the stimulated and control horns were recorded. Weight ratios were calculated by dividing stimulated horn weight by unstimulated horn weight.

### Superovulation assay

Superovulation was induced in female mice by i.p. injection of five international units (IU) of pregnant mare’s serum gonadotropin (EMD Millipore, Billerica, MA), followed by 5 IU of human chorionic gonadotropin (Pregnyl, Merck & Co., Inc., Whitehouse Station, NJ) 48 h later and placed with wildtype C57BL/6 J male mice. The mice were killed 24 h later by cervical dislocation while under the anesthetic, Avertin (2.2-tribromoethyl alcohol, Sigma-Aldrich, St. Louis, MO) and oocytes were flushed from the oviducts and counted.

### LIF rescue assay

The attempt to rescue the implantation defect in the *Sox17*^*ed/ed*^ mice was performed using the protocol described by Kelleher et al.^33^. In brief, female mice received two intraperitoneal (i.p.) injections (one at 1000 h and one at 1800h) of vehicle or 10 μg recombinant mouse LIF on GD 3.5, and embryo implantation sites were evaluated on GD 5.5.

### Immunohistochemistry and dual immunofluorescence

Tissues were fixed in 4% paraformaldehyde and embedded in paraffin wax. Embedded tissues were sectioned at 5 µm and baked 1 hour at 60 °C. Upon cooling, slides were dewaxed using Citrisolv clearing agent (catalog no. 22-143-975, Thermo Fisher, Waltham, MA, USA) in a decreasing gradient of pure ethanol. For hematoxylin and eosin (H&E) staining, tissues were adequately stained with H&E and were then dehydrated before coverslips were applied. For immunohistochemistry, antigen retrieval was performed according to manufacturer’s instructions (Vector Labs Antigen Unmasking Solution H-3300). Endogenous peroxide was blocked using 3% hydrogen peroxide diluted in methanol. The tissue was blocked with 5–10% normal donkey serum before application of primary antibody overnight at 4 °C. Secondary antibody was diluted in 1% bovine serum albumin at a concentration of 1:200 when required. The ABC reagent was applied to tissues according manufacturer’s instructions (Vestor Labs ABC PK-6100). Signal was developed using Vector Labs DAB ImmPACT staining according to manufacturer’s instructions (Vector Labs SK-4105). Tissue was counterstained with hematoxylin and dehydrated before affixing coverslips. A semiquantitative grading system (H-score) was used to compare the immunohistochemical staining intensities^59^. The H-score was calculated using the following equation: H-score = ∑ *Pi* (i), where *i* = intensity of staining with a value of 1, 2, or 3 (weak, moderate or strong, respectively) and *Pi* is the percentage of stained cells for each intensity, varying from 0 to 100%. For dual immunofluorescence, antigen retrieval was performed and endogenous peroxide was blocked as aforementioned. After the tissue was blocked with 5–10% normal donkey serum for 1 hour, two primary antibodies from different species were applied simultaneously overnight at 4 °C. Sections probed with primary antibodies were incubated with two respective secondary antibodies (Alex 488 and 568) at dilutions of 1:200 for 1 hour at room temperature and then rinsed in phosphate-buffered saline and overlaid with Prolong Gold Antifade with 4′,6-diamidino-2-phenylindole. Slides were stored at 4 °C in the dark before microscopic analysis. Information for all antibodies is provided in Supplementary Table 1.

### RNA isolation

Frozen tissue was homogenized in TRIzol reagent (Thermo Fisher). Isolation of RNA was performed using chloroform and precipitated using isopropanol with resuspension in water. For RNA prepared for microarray, TRIzol reagent was utilized followed by the aqueous phase isolation using 1-Bromo-3-chloropropane and a second aqueous phase using chloroform. Pure ethanol was applied to the aqueous layer, and the total solution was administered to the Qiagen RNEasy RNA mini prep kit column. The column was washed and the RNA was isolated using manufacturer’s instructions (Qiagen, Valenica, CA).

### Reverse transcriptase PCR and QRT-PCR

Reverse transcription of RNA into cDNA was performed using MMLV reverse transcriptase (Thermo Fisher) according to manufacturer’s instructions. QRT-PCR was performed using Taqman Master Mix (Life Technologies) and Taqman probes (Applied Biosystems). Delta delta Ct values were calculated using 18 S control amplification results to acquire relative mRNA levels per sample. Information for all primers is provided in Supplementary Table 2.

### Microarray analysis

RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies). Microarray analysis was performed by the Genomic and RNA Profiling Core at Baylor College of Medicine. After library amplification and labeling, individual cDNA samples were hybridized to the Agilent G3 Mouse GE 8 × 60 k array according to manufacturer’s instructions (Agilent Technologies). Array data were analyzed using Bioconductor with quantile normalization. Genes with an unadjusted *p* value < 0.01, and an absolute fold change ≥ 1.4 were identified as differentially regulated.

### Chromatin immunoprecipitation and sequencing

Whole uterine tissue was flash frozen and sent to Active Motif company for Factor-Path chromatin immunoprecipitation and sequencing (ChIP-seq) analysis. The tissue was fixed and then promptly sheared into small fragments before immunoprecipitation with the SOX17 antibody (AF1924; R&D Systems). SOX17-bound DNA was purified and amplified to generate a library and sequenced using Illumina’s Genome Analyzer 2. The raw ChIP-Seq reads (36 nt, single-end) were processed and aligned to the mouse reference genome (mm9; Genome Reference Consortium Mouse Build 37 from July 2007) by Active Motif. SOX17-bound intervals were identified using Model-based analysis of ChIP-Seq (MACS 1.3.7.1) and mapped to nearby genes within 25 Kb by developing a Perl script.

### Data analysis

The differentially expressed genes generated from microarray data were analyzed using Ingenuity Pathway Analysis software (IPA, http://www.ingenuity.com) and Database for Annotation, Visualization, and Integrated Discovery (DAVID, http://david.ncifcrf.gov/). The similar transcriptomes to the *Sox17*^*ed/ed*^ gene expression profile were identified by searching available data sets in the NextBio database (https://www.nextbio.com/). The ChIP-Seq data were analyzed using the Cistrome software (http://cistrome.org/ap/). The GraphPad Prism software was implemented for one-way ANOVA, multiple comparison test, and Student's *t* test analyses for qRT-PCR and decidual wet weights. Hormone response elements were identified using HOMER de novo motif analysis (http://homer.salk.edu/homer/). Hierarchal clustering heatmaps were generated using Partek Genomics Suite 6.6 software.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

The data that support the findings of this study are available from the article and Supplementary Information files, or from the corresponding author upon request. Raw FASQ data files (GSE118264) and Genome-wide sequencing data (GSE118327) are deposited in the NCBI Gene Expression Omnibus database under SuperSeries accession number GSE118328.

# Supplementary material for: SOX17 regulates uterine epithelial–stromal cross-talk acting via a distal enhancer upstream of Ihh
**Source:** Nat Commun. 2018 Oct 24;9:4421. doi: 10.1038/s41467-018-06652-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Wang et al. SOX17 regulates uterine epithelial-stromal crosstalk acting via a distal enhancer upstream of *lhh*

Contents:

Supplementary Tables 1 and 2

Supplementary Figures 1-4

**Supplementary Table 1. Antibody information.**

| <b>Antibody</b> | <b>Vender</b>        | <b>Cat#</b> | <b>Host species</b> | <b>Dilution for IHC</b> |
|-----------------|----------------------|-------------|---------------------|-------------------------|
| ARID1A          | Santa Cruz           | sc-98441    | Rabbit              | 1:500                   |
| COUP-TFII       | R&D Systems          | PP-H7147-00 | Mouse               | 1:300                   |
| ESR1            | Santa Cruz           | sc-543      | Rabbit              | 1:200                   |
| FOXA2           | Cell Signaling       | 8186        | Rabbit              | 1:400                   |
| HAND2           | R&D Systems          | AF3876      | Goat                | 1:200                   |
| Ki67            | Abcam                | ab15580     | Rabbit              | 1:1000                  |
| pESR1           | Santa Cruz           | sc-101675   | Rabbit              | 1:200                   |
| pFRS2           | R&D Systems          | AF5126      | Rabbit              | 1:100                   |
| PGR             | Dako                 | A000098     | Rabbit              | 1:400                   |
| PTCH1           | Novus Biologicals    | NBP1-71662  | Rabbit              | 1:200                   |
| PTCH2           | LifeSpan BioSciences | LS-B301     | Rabbit              | 1:500                   |
| SOX17           | R&D Systems          | AF1924      | Goat                | 1:500                   |
| TRP63           | Cell Signaling       | 13109       | Rabbit              | 1:800                   |
| Isolectin B4    | Sigma                | L2140       | N/A                 | 1:200                   |

**Supplementary Table 2. Primer information.**

| <b>Gene symbol</b> | <b>Primer</b> | <b>Vendor</b> |
|--------------------|---------------|---------------|
| <i>Ihh</i>         | Mm00439613_m1 | Thermo Fisher |
| <i>Sox17</i>       | Mm00488363_m1 | Thermo Fisher |
| <i>Foxa2</i>       | Mm00839704_mH | Thermo Fisher |
| <i>Lif</i>         | Mm00434761_m1 | Thermo Fisher |
| <i>Lifr</i>        | Mm00442940_m1 | Thermo Fisher |
| <i>Trp63</i>       | Mm00495793_m1 | Thermo Fisher |
| <i>Ltf</i>         | Mm00434787_m1 | Thermo Fisher |
| <i>Greb1</i>       | Mm00479269_m1 | Thermo Fisher |
| <i>Areg</i>        | Mm00437583_m1 | Thermo Fisher |
| <i>Ptch1</i>       | Mm00970977_m1 | Thermo Fisher |
| <i>Nr2f2</i>       | Mm00772789_m1 | Thermo Fisher |
| <i>Hand2</i>       | Mm00439247_m1 | Thermo Fisher |
| <i>Fgf9</i>        | Mm00442795_m1 | Thermo Fisher |
| <i>Fgf12</i>       | Mm00802587_m1 | Thermo Fisher |
| <i>Foxo1</i>       | Mm00490672_m1 | Thermo Fisher |
| <i>Gli1</i>        | Mm00494654_m1 | Thermo Fisher |
| <i>Gli2</i>        | Mm01293117_m1 | Thermo Fisher |
| <i>Msx1</i>        | Mm00440330_m1 | Thermo Fisher |
| <i>Msx2</i>        | Mm00442992_m1 | Thermo Fisher |
| <i>Notch1</i>      | Mm00435245_m1 | Thermo Fisher |
| <i>Notch3</i>      | Mm00435270_m1 | Thermo Fisher |
| <i>Wnt4</i>        | Mm01194003_m1 | Thermo Fisher |

# Supplementary Fig. 1

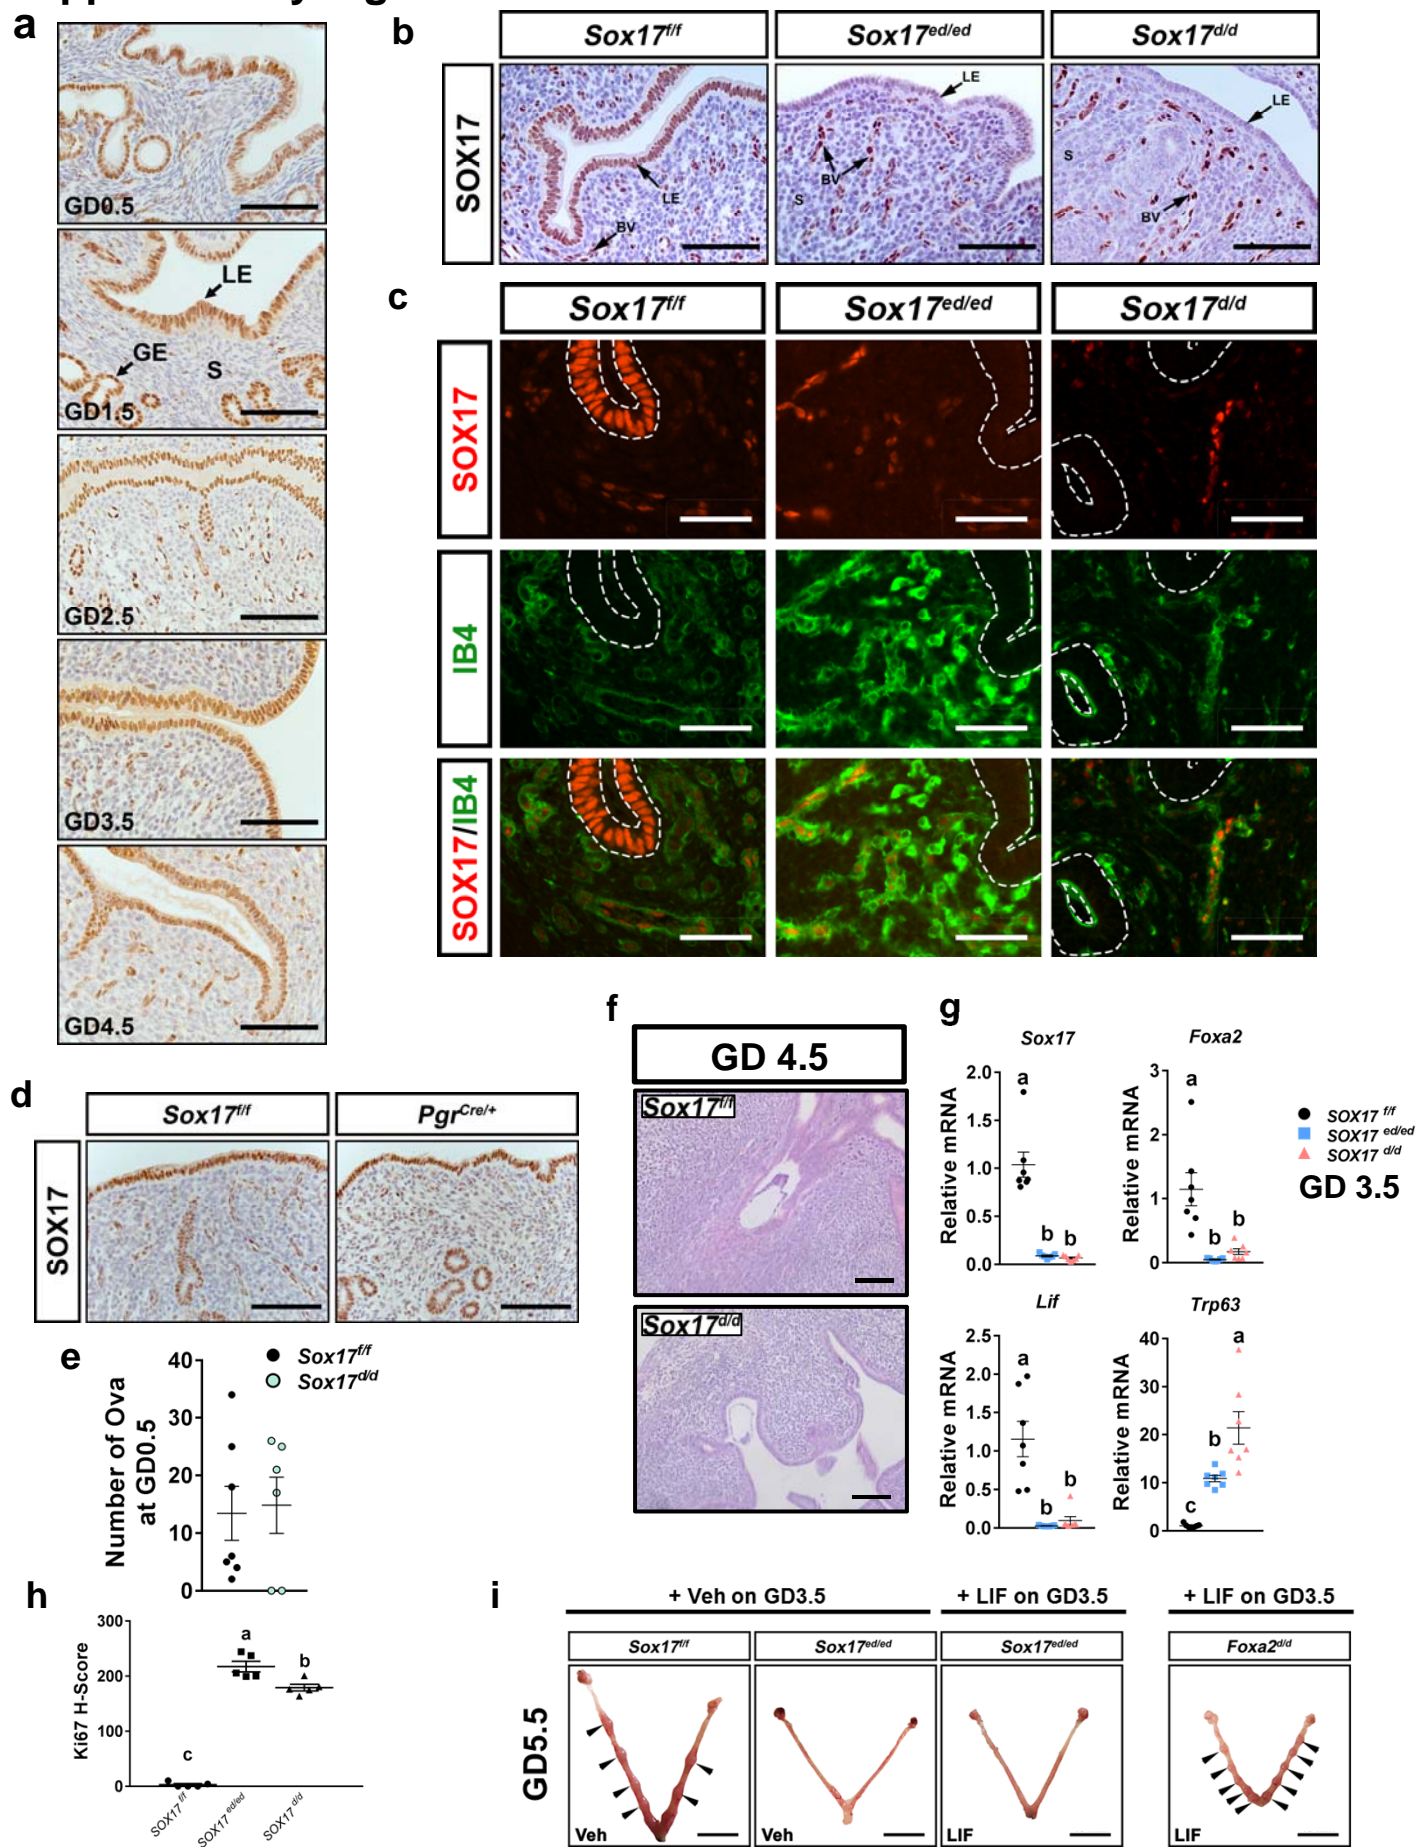

**Supplementary Fig. 1 | (related to Fig. 1) Conditional deletion of Sox17 in the adult mouse uterus.** *Sox17<sup>fl/fl</sup>* mice were bred with *Lt<sup>fl</sup>Cre* and *Pgr<sup>Cre</sup>* mice separately, to delete *Sox17* conditionally in adult mice. **a**, Temporal and spatial expression of SOX17 in cross-sections of the adult mouse uterus throughout the preimplantation period, Gestation Day (GD) 0.5 to 4.5 (*n*=3). GE, glandular epithelium; LE, luminal epithelium; S, stroma. Scale bars: 100µm. **b**, Immunolocalization of SOX17 in cross-sections of GD 3.5 uteri from *Sox17<sup>fl/fl</sup>* (control), *Sox17<sup>ed/ed</sup>* (*Lt<sup>fl</sup>Cre Sox17<sup>fl/fl</sup>*), and *Sox17<sup>d/d</sup>* (*Pgr<sup>Cre</sup> Sox17<sup>fl/fl</sup>*) female mice (*n*=4). Scale bars: 100µm. **c**, Immunocolocalization of SOX17 (red) and endothelial cell marker, isolectin B4 (green) in cross-sections of GD 3.5 uteri from *Sox17<sup>fl/fl</sup>*, *Sox17<sup>ed/ed</sup>* and *Sox17<sup>d/d</sup>* mice (*n*=3). Scale bars: 50µm. Dotted lines outline uterine epithelia. **d**, Immunohistochemical staining of SOX17 in uteri between *Sox17<sup>fl/fl</sup>* and *Pgr<sup>Cre/+</sup>* mice (*n*=3) at GD3.5. Scale bars: 100µm. **e**, Number of ova ovulated from *Sox17<sup>fl/fl</sup>* (black dots, *n*=7) and *Sox17<sup>d/d</sup>* (light blue dots, *n*=6) at GD0.5. **f**, Hematoxylin and eosin stain staining for embryo attachment at GD4.5 (*n*=3). Scale bars: 100µm. **g**, Quantification of *Sox17*, *Foxa2*, *Lif* and *Trp63* mRNAs in 2-month old uteri of *Sox17<sup>fl/fl</sup>* (black dots), *Sox17<sup>ed/ed</sup>* (blue squares) and *Sox17<sup>d/d</sup>* (pink triangles) mice on GD 3.5 (*n*=7). Different superscript letters denote significant (*P*<0.05, ANOVA with Tukey's post-hoc test) differences. Data are presented as means ± S.E.M. **h**, H-score quantification of Ki67 in endometrial section of *Sox17<sup>fl/fl</sup>* (black dots), *Sox17<sup>ed/ed</sup>* (black squares) and *Sox17<sup>d/d</sup>* (black triangles) mice (*n*=3) at GD 3.5. Different superscript letters denote significant (*P*<0.05, ANOVA with Tukey's post-hoc test) differences. Data are presented as means ± S.E.M. **i**, Embryo implantation sites (IS, indicated by arrow) were observed on GD 5.5 in vehicle-treated *Sox17<sup>fl/fl</sup>* mice (*n*=5) and in LIF-replaced *Pgr<sup>Cre/+</sup>Foxa2<sup>fl/fl</sup>* (*Foxa2<sup>d/d</sup>*, *n*=3) mice but neither in vehicle-treated nor LIF-replaced *Sox17<sup>ed/ed</sup>* mice (*n*=5).

## Supplementary Fig. 2

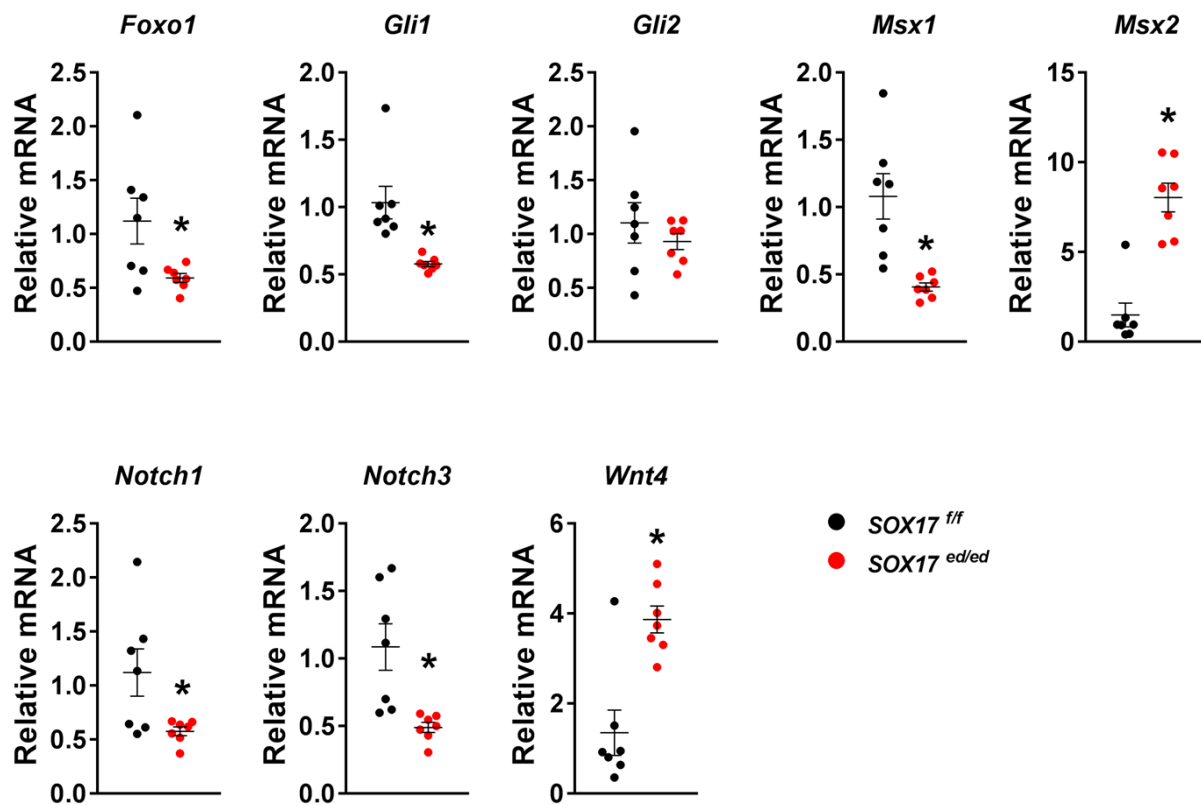

**Supplementary Fig. 2 | (related to Fig. 4) Validation of *Sox17* KO microarray by qPCR analysis.** Black dots denote *Sox17<sup>f/f</sup>* group and red dots denotes *Sox17<sup>ed/ed</sup>* group. \* $P < 0.05$  (Student's t test). Data are presented as means  $\pm$  S.E.M.

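Of the 8 genes measured by qPCR here, 6 passed the thresholds on the arrays, 2 higher and 4 lower in the 3 *Sox17* ed/ed uteri than in the 3 *Sox17* f/f uteri. *Wnt4* rose with a log2 fold change of 1.61 (standard error 0.13, limma adjusted p = 0.000600), as did *Msx2*. *Msx1* (-0.95, standard error 0.18, limma adjusted p = 0.0150), *Foxo1* (-0.57, standard error 0.10, limma adjusted p = 0.0130), *Notch3* (-0.64) and *Notch1* fell. *Gli1* changed by -0.26 (limma adjusted p = 0.108) and *Gli2* by 0.21 (limma adjusted p = 0.0873), neither past the thresholds. *Msx1* no longer passed in an ordinary linear model without moderation across genes, and *Foxo1* fell under the fold threshold, at -0.46, with the probe of smallest p. The qPCR samples themselves were not analysed here.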

**a**

■ Genome  
□ Sox17 ChIP-Seq

| Distance from TSS | % Genome | % Sox17 ChIP-Seq |
|-------------------|----------|------------------|
| ≤ 1 kb            | 1.1%     | 19.3%            |
| ≤ 2 kb            | 2.0%     | 20.8%            |
| ≤ 3 kb            | 2.7%     | 21.8%            |

**b**

Genome  
Sox17 ChIP-Seq

Legend:  
Promoter < 3kb  
5'UTR  
Coding exon  
Intron  
3'UTR  
Downstream < 3kb  
Distal intergenic

**c**

| Rank | p-value    | Motif        | Matches to known motifs                                        |
|------|------------|--------------|----------------------------------------------------------------|
| 1    | 1.00E-1514 | CCATTGTTT    | SOX2, SOX3, SOX6, SOX9, SOX10, SOX14, SOX15, SOX30, SRY2       |
| 2    | 1.00E-124  | AGATAAGA     | GATA1, GATA2, GATA3, GATA4, GATA6                              |
| 3    | 1.00E-118  | CCGCCATTT    | E2F2, E2F3, NANOG, SMAD3, YY1, YY2                             |
| 4    | 1.00E-117  | TACTTCGGGT   | ELF1, ELK1, ELK3, ELK4, ETS, ETV1, FEV, GABPA                  |
| 5    | 1.00E-103  | TAATTASTCC   | EVX1, EVX2, HOXB2, LHX1, LHX4, LHX8, LHX9, MEOX2, NKX6-2, VAX2 |
| 6    | 1.00E-83   | TCTTGCCAA    | HAND1, HIC1, MEIS1, MEIS2, NF1, NFIA, NFIC, NFIX, TGIF1, TGIF2 |
| 7    | 1.00E-64   | GGGGCGGGGCGT | KLF4, KLF5, KLF7, KLF14, MAZ, SP1, SP2                         |
| 8    | 1.00E-63   | ACAATTITGTC  | AR, GR, NR3C1, NR3C2, PGR, SOX4                                |
| 9    | 1.00E-57   | AGATTATATCT  | CHOP, CPHX, DUX4, DUXA, GATA2, GATA3, GATA5                    |
| 10   | 1.00E-54   | TGACGTCA     | ATF1, ATF7, CRE, CREB1, CREB5, CREM, JUNDM2                    |

**d**

Wildtype vs. *Ihh19d/d*

Chr1:75,018,873-75,018,154; 5'-3'

Legend:  
Red bar: Deletion  
Blue bar: Insertion

**Supplementary Fig. 3 | (related to Fig. 6)** **a**, The percentage of ChIP-seq peak regions that reside in a defined (1, 2, or 3-kb) region upstream of gene boundaries was calculated and compared with the genome background percentages of the same region. **b**, Enrichment distribution of SOX17 binding on the genome compared to normal expected enrichment using the CEAS module at Cistrome. Promoter region was defined in increments of 2.5 kb up to 3 kb. When the SOX17-binding interval is within a gene, it is further defined as within the 5'-untranslated region (UTR), 3'-UTR, coding exon, or intron. Intergenic region is defined as more than 3 kb from gene boundaries. **c**, Listing of top significantly enriched sequence motifs identified using the HOMER *de novo* motif enrichment analysis for the dataset containing SOX17 binding intervals. **d**, Sequence alignment between *Ihh19<sup>d/d</sup>* and *Ihh<sup>+/+</sup>* (wildtype) mice. Blue and yellow highlight the sequence of gRNA binding sites, and red highlights the sequence of SOX17 binding peaks.

## Supplementary Fig. 4

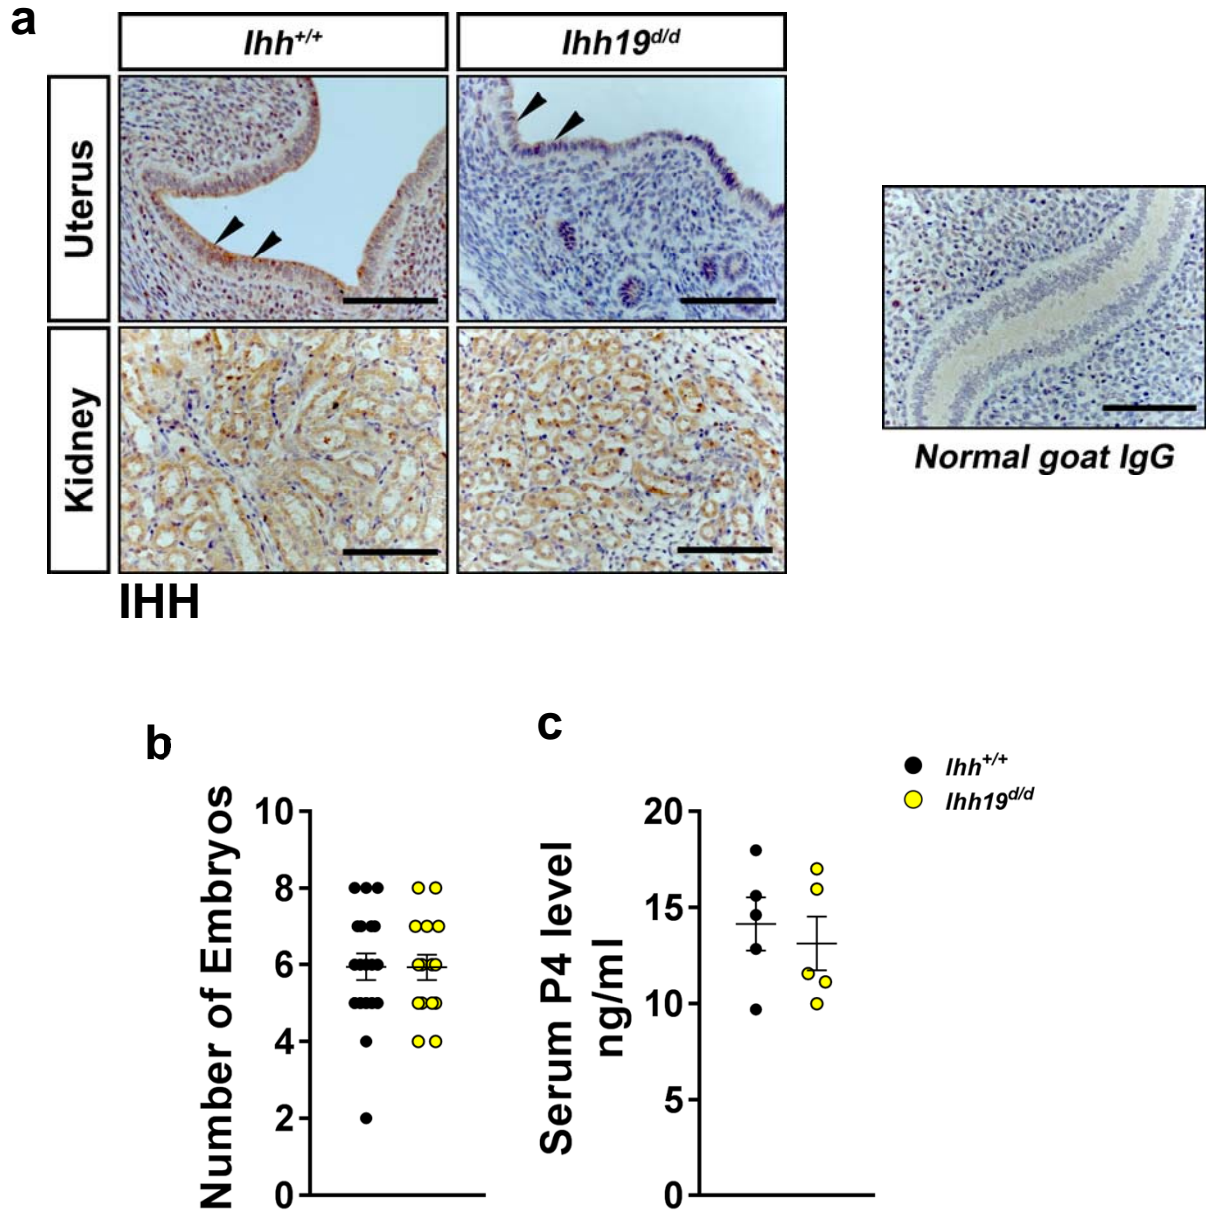

**Supplementary Fig. 4 | (related to Fig. 7)** **a.** Immunohistochemical staining of IHH in GD 2.5 uteri and kidney from *lhh*<sup>+/+</sup> and *lhh19*<sup>d/d</sup> mice (*n*=3). Normal goat IgG served as a negative control. Scale bars, 100μm. **b.** The number of flushed embryo from *lhh*<sup>+/+</sup> (black dots) and *lhh19*<sup>d/d</sup> (yellow dots) mice at GD2.5 (*n*=15). **c.** P4 level in serum from *lhh*<sup>+/+</sup> (black dots) and *lhh19*<sup>d/d</sup> (yellow dots) mice at GD2.5 (*n*=5). Data are presented as means ± S.E.M.

# Supplementary material for: SOX17 regulates uterine epithelial–stromal cross-talk acting via a distal enhancer upstream of Ihh
**Source:** Nat Commun. 2018 Oct 24;9:4421. doi: 10.1038/s41467-018-06652-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: **Supplementary Data 1**

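Supplementary Data 1 gives the paper's log2 fold change and unadjusted p for each gene that passed its thresholds on the 6 arrays. Of its 1595 symbols, 1518 were found among the genes of the array design, 121 of them through a synonym, and 1417 genes were tested after the filter on low signal. Of these, 1405 changed in the direction listed and 12 in the other, and 1261 passed the thresholds in the direction listed. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.975 and a Spearman correlation of 0.979 with those listed, both being made from the same arrays. The median absolute difference was 0.08, and 1018 genes differed by at most 0.2 on the log2 scale. Of the 156 genes that did not pass, 119 had an unadjusted limma p under 0.05.

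**Figure D2:**
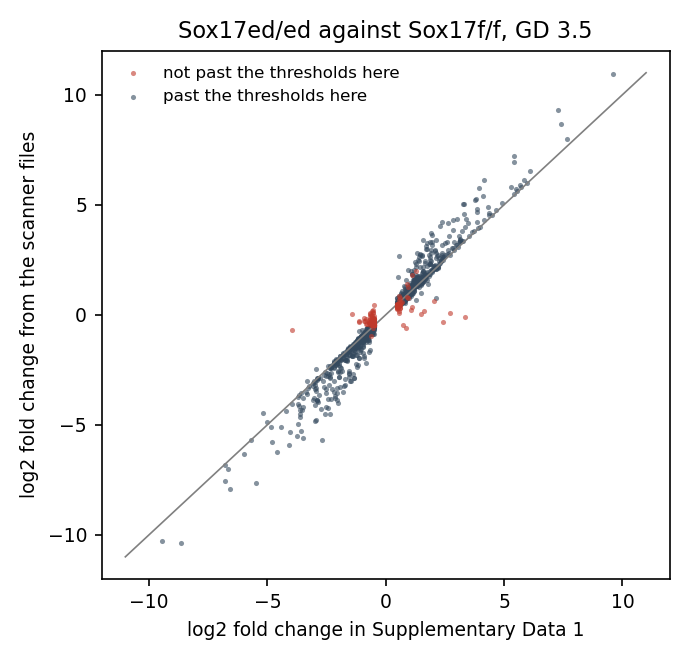
Log2 fold change of *Sox17* ed/ed against *Sox17* f/f uteri computed from the scanner files (vertical axis) against the value listed in Supplementary Data 1 (horizontal axis), with 1 point for each of 1417 genes. Dark points (1261) passed the thresholds and red points (156) did not; most points lie near the line of equal values, and many of the larger changes lie on its steeper side.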

Description: List of differentially expressed genes in *Sox17<sup>ed/ed</sup>* mouse uteri compared with *Sox17<sup>f/f</sup>* mouse uteri at GD 3.5.

File Name: **Supplementary Data 2**

Description: Functional annotation of altered transcriptome in *Sox17<sup>ed/ed</sup>* mouse uteri at GD 3.5.

File Name: **Supplementary Data 3**

Description: List of genes commonly regulated in *Sox17<sup>ed/ed</sup>* and *Foxa2<sup>ed/ed</sup>* mouse uteri at GD3.5.

File Name: **Supplementary Data 4**

Description: List of genes commonly regulated in *Sox17<sup>ed/ed</sup>* and *Arid1a<sup>d/d</sup>* mouse uteri at GD3.5.

File Name: **Supplementary Data 5**

Description: List of genes bound by SOX17 in mouse uteri 6 h after P4.

File Name: **Supplementary Data 6**

Description: SOX17 ChIP-seq binding position.

File Name: **Supplementary Data 7**

Description: List of genes regulated and bound by SOX17 within 25kb upstream and/or downstream of the gene boundary.

How the deposited data were processed for this re-analysis (not part of the article)

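Whole uteri of 3 *Sox17* f/f and 3 *Sox17* ed/ed mice at GD 3.5 were measured on 6 Agilent G3 Mouse GE arrays of 1 colour, 1 mouse to an array. No sample was left unmapped, and the samples were grouped by genotype as the labels and the paper give it. The paper's ChIP-seq, qRT-PCR, staining and human data were not analysed here.

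The authors deposited the scanner output of each array, made with Feature Extraction 11.0.1.1, and a table of processed values of the same arrays. The deposited spot intensity used here is the processed signal, from which the software had subtracted the background and removed spatial and multiplicative trends within each array, with no normalization between arrays. The deposited processed values were within 0.191% of the mean of that processed signal over the spots of each probe, so they carry no normalization between arrays either. The paper's methods name Bioconductor with quantile normalization, and unadjusted p under 0.01 with an absolute fold change of at least 1.40; they name no test, no filter on low signal and no rule for genes with several probes. Subtracting the background makes values near it uncertain on a log scale, so probes not well above background on any array of a genotype are given as bounds.

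Each array held 62976 spots, 3671 of them controls. The share of other spots well above background was 60.7% to 65.7% on the *Sox17* f/f arrays and 56.8% to 59.4% on the *Sox17* ed/ed arrays. Between 169 and 302 spots per array marked as non-uniform or as population outliers by the software were left out, as were control spots. The median processed signal lay between 39.3 and 49.6, and the lowest signal well above background between 13.1 and 18.0. With 3 arrays in each group, the number of arrays limits the precision, and an exact permutation test of a single gene cannot go below 0.1.

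From the files, log2 intensities were quantile normalized between the 6 arrays, spots of a probe were averaged, and probes well above background on at least 3 of the 6 arrays were kept. The array design is annotated on mm9, whereas the gene table used for names is that of the GRCm38.p6 assembly, so it was used for names and for which genes neighbour each other, and no coordinates are given. Of 55681 probes, 26582 were matched by accession to 20145 genes, 16194 carry a genome position in place of an accession, and 12905 carry an accession that is not in the table; the unmatched probes were left out of the counts of genes. The probe with the highest mean signal stood for a gene. Of the 14846 genes tested, 10900 had 1 tested probe and 3946 more; the probes of 1 gene passed the thresholds in opposite directions, and 168 genes had a passing probe that was not the one used.

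Differences between the genotypes were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested, and lists of genes with limma's fry and camera. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tallies, Fisher's exact tests and plots. The steps were tested on simulated data made from the real arrays' means and spreads, 3 arrays against 3: of 200 changed genes among 14846, 197 (98.5%) were recovered at the thresholds with 52 unchanged genes called, and 187 changed and 11 unchanged genes passed an adjusted p under 0.05. The median error of the log2 fold change was 0.07. The share recovered depends on the sizes of the planted changes. It is not the power for changes near the fold threshold, for which no separate value was taken. The 200 planted changes were also fewer than the 1857 genes that passed in the data, so these counts need not carry over. The seed was 1.

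The genes named in the text were chosen by a rule fixed in advance: every gene the results name for the arrays, those of Fig. 2b, Fig. 3b, Supplementary Fig. 1g and Supplementary Fig. 2, the steroid receptors *Esr1* and *Pgr*, and the 5 highest and 5 lowest log2 fold changes among genes past the adjusted threshold whose groups lay apart. The genes named from Fig. 5d, from the marker lists, near *Ltf* and outside Supplementary Data 1 are not covered by this rule and were picked with their values seen. The marker lists, for Y chromosome genes, adipocyte, cell cycle, endometrial stroma, endothelium, erythrocyte, exocrine pancreas, macrophage and leukocyte, mesothelium, neutrophil, ovary, smooth muscle, stratified squamous epithelium and uterine epithelium, were written in advance as well, and a list needed 3 tested genes. The direction of a list across the alternatives was taken from the sign of its mean, a choice made after its results had been seen. The values that decided the tests for a lower share of epithelium and for adipose, ovary or pancreas tissue were also set after the values had been seen.

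The alternatives were a shift of each array by its 75th percentile, normexp background correction with an offset of 50, no filter on low signal, probes well above background on all 6 arrays, the mean of a gene's probes, the probe with the smallest p, an eBayes intensity trend, an ordinary linear model, the deposited processed values, the replicate number as a block, a fold threshold of 2, other windows around *Ltf*, camera in place of fry, and each array left out in turn. The pathway, transcriptome-similarity and binding-site analyses were not repeated; the genes they list were tallied on the arrays.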

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

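The tally of genes across the alternatives and the genes named here were chosen after the results had been seen.

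Genes outside those the paper reports on changed past the thresholds of its methods. Of 1857 genes that passed, 596 were not matched to a symbol of Supplementary Data 1, 296 of them higher and 300 lower in *Sox17* ed/ed uteri, and 586 had a limma adjusted p under 0.05. Of the 1595 symbols listed there, 1518 were matched to genes of the array design. Some of the 596 may therefore be listed under a symbol that was not matched. Many lay close to the thresholds: 458 changed less than 2-fold. In all 10 alternatives that keep the 6 arrays, 75 of them passed (12.6%), against 898 of 1261 genes inside the list (71.2%). With each array left out in turn, 196 (32.9%) and 1153 (91.4%) passed every time. These tallies suggest that processing choices decide the call for much of this group; normexp background correction, chosen after seeing the data, called 1532 genes in all, of which 1395 were among the 1857.

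Among the genes outside the list that every array measured above background, the largest decreases were in *Cyp26a1* (log2 fold change -3.49, standard error 0.67, limma adjusted p = 0.0165), *Nxpe5* (-2.52, standard error 0.07, limma adjusted p = 1.26e-05), *Alox15* (-1.93) and *Serpinb5* (-1.93). The largest increases were in *Mars2* (2.47, standard error 0.44, limma adjusted p = 0.0122), *Cldn8* (2.21), *Aoc1* (2.07, standard error 0.10, limma adjusted p = 7.95e-05) and *Slpi* (1.99). The arrays varied more for *Cyp26a1*, with an SD of 1.36 between *Sox17* f/f arrays (n = 3), than for *Nxpe5*, with 0.06. Why these genes are absent from the list was not tested, and *Sox17* loss remains an untested biological explanation for them.

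Transcripts that the gene table does not name also changed. Of 9181 tested, 717 passed the thresholds, 333 higher and 384 lower in *Sox17* ed/ed uteri, and 781 had a limma adjusted p under 0.05. When they were kept with the named genes, an alternative chosen after seeing the data, 2515 transcripts passed in all. Probes that the design gives only by genome position passed less often than named genes: 201 of 2952 (6.81%), against 12.5%. No explanation specific to them was tested, and no biological one either.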

How the results depend on the processing

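The gene table for names, and the alternatives other than 3, were chosen before the data were examined; normexp on the median spot signal, the count that keeps transcripts without a gene name, and a window of 2 Mb around *Ltf* were chosen after seeing the data. In all 22 settings were tried beside the main one, 19 of them planned. Normexp on the mean spot signal was not run because the scanner files hold no mean signal. A block for slide or scan was not run because there was 1 slide and 1 scan.

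Over the 10 alternatives that keep the 6 arrays and the thresholds, the number of genes passing the thresholds lay between 1370 (ordinary linear model) and 2003 (probe with the smallest p), against 1857. Of the 1857 genes, 1370 also passed in the ordinary linear model, 1395 with normexp and 1767 with the 75th percentile shift. A fold threshold of 2 left 817 genes, as a stricter threshold must leave fewer. With each array left out in turn 1666 to 2032 genes passed, and 1524 to 1674 of the 1857 were among them. The share of upregulated genes stayed between 46.2% and 50.7%. The number of genes at an adjusted p under 0.05 was 2808 with all 6 arrays and ranged from 1650 without *Sox17* f/f replicate 1 to 2626 without *Sox17* f/f replicate 3, where fewer samples enter the test.

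The tally of Supplementary Data 1 genes passing in the direction listed lay at 1092 to 1325 across the alternatives and 1225 to 1245 with an array left out. The receptivity genes of the text that passed numbered 42 to 50 and 49 to 50, the genes sharing the direction of *Foxa2* loss 380 to 441 and 432 to 433, those sharing the direction of *Arid1a* loss 256 to 275 and 272 to 274, and the genes of Fig. 5d 22 to 28 and 24 to 27. The lowest of each tally across the alternatives came from probes well above background on all 6 arrays, a filter that tests fewer genes and removes those that fell to background. Under the same filter the odds ratio of upregulation for SOX17-bound genes was 0.792 (Fisher's exact test, two-sided, p = 0.0447), against 0.847 to 0.888 in the other settings, where p was not under 0.05, and that of called genes near *Ltf* was 0.915, on the other side of 1; the cause was not tested. *Sox17* stayed at -2.97 to -2.40 across the alternatives. *Arid1a* stayed at 0.0468 to 0.11 across them and at -0.0368 to 0.13 with an array left out, so its sign is within the spread between arrays.

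For single genes named in the text, 653 of 667 comparisons kept direction and side of the thresholds, and 402 of 408 did with an array left out. *Msx1* and *Alox12e* no longer passed in an ordinary linear model, *Runx1* (-0.46) and *Glipr2* (-0.48) with normexp, and *Foxo1* (-0.46) with the probe of smallest p. The sign of *Trp63* changed with the mean of its probes (2.25) and with the probe of smallest p (4.62, not well above background on any *Sox17* f/f array), since its probes differ. Genes near 0 changed sign: *Pgr* with the 75th percentile shift (-0.0130), and, with an array left out, *Pgr* (-0.0157 to 0.0319), *Esr1* (-0.0806 to 0.00199) and *Nr2f2* (-0.0609 to 0.0281). *Calca* passed without *Sox17* ed/ed replicate 2 (-0.88) and *Gata1* without *Sox17* ed/ed replicate 1 (0.90).

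Of 13 marker lists tested with fry, 5 had an adjusted p under 0.05. The number was 3 with no filter on low signal, 3 with camera, 4 with probes above background on all 6 arrays and with the probe of smallest p, 6 with normexp and 3 to 7 with an array left out; the cause was not tested. Lists with a mean near 0 changed sign: adipocyte with probes above background on all arrays (-0.0185), mesothelium under the same filter (0.18), with normexp (0.00387) and with the deposited processed values (0.0823), ovary with normexp (-0.0260), endometrial stroma with the 75th percentile shift (-0.0145) and erythrocyte with no filter (0.0307). With an array left out the mean lay at -0.0442 to 0.56 for adipocyte, -0.18 to 0.0452 for mesothelium, -0.0926 to 0.13 for ovary and -0.20 to 0.0659 for erythrocyte.

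The labels number the replicates 1 to 3 in both genotypes. The deviations of same-numbered arrays from their group means had correlations of 0.0628, -0.114 and -2.59e-04 across genes. These show no pairing by number, but with 3 arrays in each genotype they cannot exclude it. The replicate number also matched the column of the array on the slide in both genotypes. With the replicate number as a block (replicate block), 1796 genes passed the thresholds, 1856 had an adjusted p under 0.05, and the number of marker lists past that threshold was 0, and *Calca* passed the thresholds; the block takes up degrees of freedom.

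What the arrays can show is limited by signal over background. The sizes of the changes of 105 genes lower in *Sox17* ed/ed uteri and 47 higher are bounds, and 98 genes of Supplementary Data 1 were not tested because of low signal. The bounds depend on the background treatment. With normexp the log2 fold changes of *Calb1*, *Areg* and *Lif* were -1.48, -2.24 and -0.90, smaller in size than their bounds in the main setting. With no filter, 20145 genes were tested and 1885 passed.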

Differences from the paper's values

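Normexp on the median spot signal is the alternative chosen after the values had been seen; the other alternatives named here were set before the data were examined. The paper's values are the log2 fold changes of Supplementary Data 1, on the same scale and in the same direction as those computed here.

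For *Sox17* the paper's value is -2.96 and the value here -2.45; with the probe of smallest p it was -2.97, within the replicate SD of the paper's, and none of the other alternatives set before the data were examined came within it. For *Stat3* the paper's value is -1.17 and the value here -1.05; the 75th percentile shift (-1.12) and the mean of the probes (-1.15) came within the spread, and no other alternative set in advance did. For *Fgf12* the paper's value is 1.35 and the value here 1.66; the mean of its probes (1.67) lay within the SD between arrays of that setting only because this SD is wider, being no nearer to the paper's value, and no other alternative lay within its SD.

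For *Clca3* the paper's value is 9.61 and the value here 10.94, and no alternative closed the gap; 1 of the 3 *Sox17* f/f arrays measured *Clca3* above background, so the size of its change here is uncertain and this gap says little. For *Cdh16* the paper's value is 7.41 and the value here 8.68; the 75th percentile shift gave 8.61, little nearer and within the SD between arrays of that setting because this SD is wider, and no other alternative lay within its SD. For *Pla2g10* the paper's value is -6.80 and the value here -7.54, and no alternative closed the gap. *Cdh16* was above background on 2 of the 3 *Sox17* f/f arrays and *Pla2g10* on 2 of the 3 *Sox17* ed/ed arrays, so the sizes of these changes are uncertain as well.

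*Irg1* was not well above background on any *Sox17* ed/ed array, and its bound here, a log2 fold change of -7.57 or lower, is larger in size than the paper's -6.58; no alternative set in advance closed this gap, and normexp, chosen after seeing the values, gave -5.44. *Gabrp* was not well above background on any *Sox17* f/f array, and its bound of 6.14 exceeds the paper's 5.40; the bound was 5.97 with the 75th percentile shift, which no longer differs by the same measure, and 3.61 with normexp, chosen after seeing the values, while the others set in advance did not close the gap.

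For *Foxa2* the paper's value is -3.62 and the value here -4.51; the probe of smallest p gave a bound of -3.69 that does not differ from the paper's, no other alternative set in advance closed the gap, and normexp, chosen after seeing the values, gave -3.61. For *Calca* the paper's value is -3.95 and the value here -0.69, which did not pass the thresholds; the probe of smallest p gave a bound of -4.16 that does not differ from the paper's, and no other alternative set in advance did so. *Calca* passed the thresholds with the probe of smallest p, the mean of its probes (-2.82), probes above background on all 6 arrays and the eBayes trend. It also passed with the replicate block, without *Sox17* ed/ed replicate 2, and with normexp (-0.54), the alternative chosen after seeing the values. The -2.82 averages in a probe that no *Sox17* ed/ed array measured above background, so its size is uncertain.

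For *Trp63* the paper's value is 3.37 and the value here -0.12. The mean of its probes gave 2.25 and the probe of smallest p a bound of 4.18, both of the paper's sign and past the thresholds. The 2.25 averages in that probe, which no *Sox17* f/f array measured above background, so its size is uncertain. No alternative came within the spread around the paper's value. *Trp63* is 1 of 12 genes whose direction differs from Supplementary Data 1, against 1405 of 1417 with the direction listed.

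The paper's text names *Gata1* among its dysregulated genes, while its Supplementary Data 1 does not list it. Its log2 fold change here was 0.62 (standard error 0.23, limma adjusted p = 0.120), it did not pass the thresholds, and it passed them in 1 setting, without *Sox17* ed/ed replicate 1, at 0.90.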

Other observations

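The test of the *Fbxw* genes, the window of 2 Mb around *Ltf*, the values that decide the tests for a lower share of epithelium and for adipose, ovary or pancreas tissue, the sign of the mean as the direction of a list, and the description of probes seen on a single array were chosen after the results had been seen.

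The count of genes past the thresholds, 1857, was set against the other splits of the same 6 arrays into 3 and 3. The other 9 splits gave 16 to 52 genes, so 1 of 10 splits, the real one, gave a count as large. With this number of arrays that share is never under 0.1, so the share alone cannot exclude chance. At a limma adjusted p under 0.05 the real split gave 2808 genes and each of the other 9 gave 0. The arrays of the genotypes lay apart for 40.3% of genes tested, where chance gives 10%. These values argue against chance as the source of most of the 1857 genes, although genes are not independent. Each genotype lay in its own line of the slide. The spiked-in control probes, 7 in number, differed between the genotypes by at most 0.19 on the log2 scale (range -0.19 to -0.05, *Sox17* ed/ed minus *Sox17* f/f), less than the 0.49 of the fold threshold. This argues against slide position as the cause of changes past it where signal is well above background. Near background the lines differed. The lowest signal well above background was 13.1 to 16.3 on *Sox17* f/f arrays and 17.0 to 18.0 on *Sox17* ed/ed arrays. For genes at background in 1 genotype, slide position stays open.

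A lower share of epithelium in the *Sox17* ed/ed uteri would lower the uterine epithelium list and raise the markers of the other tissue layers alike. The epithelial list does not settle it, since its members went both ways: its mean log2 fold change was 0.51 (fry, adjusted p = 0.0669), with 8 of 13 genes higher, *Krt19* (2.10) among them, and *Esrp2* (-0.96, limma adjusted p = 0.0129) and *Prom1* (-0.57, limma adjusted p = 0.0435) lower. The endometrial stroma list does not settle it either, with a mean of 0.03 and 6 of 12 genes higher. The endothelium list, however, fell, with a mean of -0.24 (fry, adjusted p = 0.00830), which argues against a lower epithelial share as the whole cause. A lower share beside a change in endothelium stays open.

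Adipose, ovary or pancreas tissue taken with some uteri would bring its abundant transcripts. Of 26 markers of these tissues 11 were above background on no array, 11 on all 6 and 3 on a single array. With no filter on low signal 1 passed the thresholds, *Cpa1*, which fell; it lay at 4.65 to 6.39 across the arrays, *Fabp4* at 6.04 to 7.69 and *Cfd* at 4.05 to 7.10 on the log2 scale. The ovary marker *Cyp11a1* goes with the explanation on the array of *Sox17* ed/ed replicate 3, at 9.42 against at most 2.22 on the others. *Star* lay at 5.27 to 6.23 across all arrays and at 6.02 on that one. The adipose marker *Cfd* was also highest on that array, at 7.10 against at most 5.71 on the others, while *Fabp4* lay at 6.46 there. *Adipoq* was above background on 1 *Sox17* f/f array and 2 *Sox17* ed/ed arrays. Without the array of *Sox17* ed/ed replicate 3, 1549 of the 1857 genes still passed. This argues against such tissue as the cause of most of them. Ovary or adipose tissue in that sample stays open. The effect of *Sox17* loss stays open beside an effect of the iCre itself, which the *Sox17* f/f mice lack and which was not tested.

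The iCre allele lies at *Ltf* and is present in *Sox17* ed/ed mice only, so strain variants linked to it could change genes nearby. Within 10 Mb of *Ltf*, 28 of 207 genes passed the thresholds (13.5%), against 12.5% elsewhere, an odds ratio of 1.10 (Fisher's exact test, two-sided, p = 0.672). Windows of 5 Mb and 20 Mb gave 1.04 and 1.13. Around *Sox17*, floxed in both genotypes, 6 of 30 passed (odds ratio 1.75, Fisher's exact test, two-sided, p = 0.260). Linked variants therefore cannot account for most of the 1857 genes.

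Closer to *Ltf*, within 2 Mb, 10 of 44 genes passed (odds ratio 2.06, Fisher's exact test, two-sided, p = 0.0622), and 5 of them belong to 8 neighbouring *Fbxw* genes, against 5 of the other 36. *Fbxw14*, *Fbxw15*, *Fbxw18*, *Fbxw20* and *Fbxw27* were above background on all 3 *Sox17* f/f arrays and on no *Sox17* ed/ed array; *Fbxw27* was at least 4.79-fold, *Fbxw14* at least 2.43-fold, *Fbxw15* at least 1.74-fold and *Fbxw18* at least 1.18-fold lower, and no fold can be given for *Fbxw20*. *Fbxw13* (0.08), *Fbxw21* (-0.39) and *Fbxw22* (-0.29) did not pass. Strain variants linked to the iCre allele may explain the difference, as may an effect of *Sox17* loss on these genes. For this group the explanations cannot be told apart, because every *Sox17* ed/ed array carries both the iCre allele and the deletion, and probes of these paralogs may also bind more than 1 member.

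The marker lists hold 141 genes, 0 of them in more than one list, 15 in Supplementary Data 1 and 107 above background on all 3 *Sox17* f/f arrays. With limma's fry, adjusted over the 13 lists tested, 5 had an adjusted p under 0.05: cell cycle, stratified squamous epithelium, endothelium (1 of 10 genes higher), macrophage and leukocyte (mean log2 fold change -0.12, adjusted p = 0.0236) and neutrophil (0.99, adjusted p = 0.000995). Under camera the first 3 hold (adjusted p = 0.000324, 0.0235 and 0.0235) and the other 2 do not (adjusted p = 0.365 for each). The neutrophil list contains *Ltf*, and its median was 0.10. The other lists did not pass: smooth muscle -0.17 (adjusted p = 0.156), exocrine pancreas -0.33 (adjusted p = 0.114), endometrial stroma 0.03 (adjusted p = 0.479), mesothelium -0.05 (adjusted p = 0.468), ovary 0.01 (adjusted p = 0.884), erythrocyte -0.10 (adjusted p = 0.884), whose median was 0.07, and adipocyte 0.22 (adjusted p = 0.468), whose mean is positive while the test points down. The Y chromosome list had too few tested genes.

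The paper reports stronger Ki67 staining of the *Sox17* ed/ed uterine epithelium at GD 3.5. A hypothesis written in advance was that cell cycle genes are higher in whole *Sox17* ed/ed uterus. The list had a mean log2 fold change of 0.41, with 17 of 17 genes higher (limma's fry, adjusted p = 0.0232), which is in line with it, and all were higher in every setting, with means of 0.31 to 0.50 and adjusted p from 0.0201 to 0.105. The adjusted p was 0.0765 without *Sox17* f/f replicate 1 and 0.0728 without *Sox17* f/f replicate 2. Of its single genes in limma 0 passed the thresholds, 13 had an unadjusted p under 0.05 and 3 an adjusted one, and 5 had an unadjusted p under it in an ordinary linear model. *Mki67* itself rose by 0.60, more than the fold threshold, but missed that for p (limma adjusted p = 0.0694; 0.0218 to 0.167 over the alternatives). It passed with normexp, where 3 genes of the list did, with the eBayes trend, where 2 did, and without *Sox17* f/f replicate 3, where 9 did. Which cells carry the difference cannot be read from whole uterus.

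The paper reports sporadic TRP63-positive cells in 2-month old *Sox17* ed/ed uteri, and higher *Trp63* mRNA by qRT-PCR. The list of stratified squamous epithelium genes had a mean log2 fold change of 1.57, 7 of 8 genes higher (limma's fry, adjusted p = 0.00817). Its median was 0.84. The mean takes in the fitted values of *Krt15* (6.96) and *Krt5* (2.78), whose sizes are uncertain. *Krt15* lay at 2.34 to 3.36 on the *Sox17* f/f arrays and at 9.05 to 10.22 on the *Sox17* ed/ed arrays, and *Krt5* at 3.13 to 3.37 and 4.94 to 7.80, with no *Sox17* f/f array above background for either. The brighter *Trp63* probe did not change (-0.12, limma adjusted p = 0.468), whereas the other was above background on all 3 *Sox17* ed/ed arrays and on no *Sox17* f/f array. With probes above background on all 6 arrays, which leaves out these genes, the mean of the list was 0.49 (adjusted p = 0.0825), with no filter on low signal it was 0.88 (adjusted p = 0.0802), and over all settings the adjusted p ranged from 0.000163 to 0.0825. What the difference between the *Trp63* probes comes from was not tested.

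The paper reports by qRT-PCR that *Lifr* did not differ, and that *Nr2f2* and *Hand2* followed the lower staining of their proteins (Fig. 2b and Fig. 3b). On the arrays *Lifr* had a log2 fold change of 0.19 (limma adjusted p = 0.268), *Nr2f2* of -0.02 (95% confidence interval -0.19 to 0.16, limma adjusted p = 0.893), *Hand2* of 0.32 (standard error 0.12, limma adjusted p = 0.129) and *Fgf9* of 0.85 (standard error 0.43, limma adjusted p = 0.226). The mRNA of the steroid receptors, whose staining the paper reports as changed, had a log2 fold change of -0.04 for *Esr1* (limma adjusted p = 0.738) and 0.01 for *Pgr* (limma adjusted p = 0.947). The other *Esr1* probes gave -0.01 and -0.32, and the other *Pgr* probe gave 0.02. With an array left out, *Fgf9* lay at 0.42 to 1.14, *Hand2* at 0.19 to 0.43 and *Lifr* at 0.09 to 0.27. Each was lowest without *Sox17* f/f replicate 3. None of these genes passed the thresholds, and no explanation was tested.

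The rule fixed in advance, a rank of the fitted log2 fold changes, also gave genes that the results text does not name; where a genotype lay at background the size is a bound and the rank is uncertain. *Cuzd1* was at least 191-fold and *Gabrp* at least 70.7-fold higher, with no *Sox17* f/f array well above background. *Cdh16*, measured above background on 2 of the 3 *Sox17* f/f arrays, rose by 8.68 (standard error 0.45) and *Adh6a* by 7.97 (standard error 0.29, limma adjusted p = 2.65e-05). *Ttr*, on no *Sox17* ed/ed array well above background, was at least 39.3-fold lower, and *Pla2g10* and, named in the text, *Spink3*, above background on 2 of the 3 *Sox17* ed/ed arrays each, had log2 fold changes of -7.54 and -10.28.

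Some markers were above background on a single array. Of the Y chromosome genes *Uty* had a log2 signal of 7.96 on the array of *Sox17* ed/ed replicate 2 and *Kdm5d* 5.03 on that of *Sox17* f/f replicate 1, with *Ddx3y* above background on no array. No explanation of these signals was tested.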
